# Estrogen receptor-α expressing neurons in the ventrolateral VMH regulate glucose balance

**DOI:** 10.1038/s41467-020-15982-7

**Published:** 2020-05-01

**Authors:** Yanlin He, Pingwen Xu, Chunmei Wang, Yan Xia, Meng Yu, Yongjie Yang, Kaifan Yu, Xing Cai, Na Qu, Kenji Saito, Julia Wang, Ilirjana Hyseni, Matthew Robertson, Badrajee Piyarathna, Min Gao, Sohaib A. Khan, Feng Liu, Rui Chen, Cristian Coarfa, Zhongming Zhao, Qingchun Tong, Zheng Sun, Yong Xu

**Keywords:** Neuroscience, Physiology, Endocrinology

## Abstract

Brain glucose-sensing neurons detect glucose fluctuations and prevent severe hypoglycemia, but mechanisms mediating functions of these glucose-sensing neurons are unclear. Here we report that estrogen receptor-α (ERα)-expressing neurons in the ventrolateral subdivision of the ventromedial hypothalamic nucleus (vlVMH) can sense glucose fluctuations, being glucose-inhibited neurons (GI-ERα^vlVMH^) or glucose-excited neurons (GE-ERα^vlVMH^). Hypoglycemia activates GI-ERα^vlVMH^ neurons via the anoctamin 4 channel, and inhibits GE-ERα^vlVMH^ neurons through opening the ATP-sensitive potassium channel. Further, we show that GI-ERα^vlVMH^ neurons preferentially project to the medioposterior arcuate nucleus of the hypothalamus (mpARH) and GE-ERα^vlVMH^ neurons preferentially project to the dorsal Raphe nuclei (DRN). Activation of ERα^vlVMH^ to mpARH circuit and inhibition of ERα^vlVMH^ to DRN circuit both increase blood glucose. Thus, our results indicate that ERα^vlVMH^ neurons detect glucose fluctuations and prevent severe hypoglycemia in mice.

## Abstract (web summary)

Glucose-sensing neurons are found in the ventromedial hypothalamic nucleus (VMH). Here the authors identify the role of estrogen receptor-α expressing neurons in the ventrolateral subdivision of the VMH in sensing hypoglycemia.

## Introduction

Severe hypoglycemia is a life-threatening problem for diabetic patients with intensive insulin therapy^1^. While normal subjects can correct isolated hypoglycemic events through a defending mechanism, this protection is often impaired in diabetic patients. Elimination of hypoglycemia from the lives of diabetic patients and long-term maintenance of euglycemia will require critical fundamental insights into the mechanisms for defending against hypoglycemia.

Although all neurons need glucose as a basic fuel for neuronal viability and functions, not all neurons rapidly change their firing activity and membrane potential in response to glucose fluctuations, a feature named glucose sensing. Glucose-sensing neurons are found in several brain regions, including the ventromedial hypothalamic nucleus (VMH, also known as VMN), the arcuate nucleus (ARH), the paraventricular nucleus of the hypothalamus (PVH), the nucleus of solitary tract (NTS), and the medial amygdala^2–5^. In particular, the VMH has been well-documented in the regulation of glucose balance^6^. Many VMH neurons are glucose sensing, being excited by high glucose level (glucose excited, GE) or being inhibited by high glucose (glucose inhibited, GI)^7^. Local glucopenia produced by infusion of 2-deoxy-D-glucose (2-DG, a glucose metabolism antagonist) into rat VMH significantly increases glucagon levels in the circulation, associated with elevated blood glucose^8^; whereas infusions of glucose directly into the VMH blocks glucagon release despite of the systemic hypoglycemia^9^. Mice with genetic loss of glutamatergic neurotransmission only in VMH neurons display impaired responses to hypoglycemia^10^. UCP2-dependent mitochondrial fission in VMH neurons have been recently reported to mediate glucose-induced neuronal activation and therefore regulate the whole-body glucose metabolism^11^. Abundant neurons in the dorsomedial subdivision of the VMH (dmVMH) express glucokinase, and activation of these neurons increase blood glucose in mice^12^; deletion of glucokinase reduces hypoglycemia-induced glucagon secretion^13^. Further, neurons in the dmVMH and those in the central subdivision of VMH (cVMH) receive neuronal inputs from glucose-sensing neurons in the parabrachial nucleus (PBN) to defend against hypoglycemia^14,15^. Together, these findings strongly support an essential role of dmVMH/cVMH neurons in the regulation of glucose balance. However, neurons in another VMH subdivision, the ventrolateral VMH (vlVMH), also respond to glucose fluctuations^11^, but their functions in glucose metabolism have not been specifically investigated.

Estrogen receptor-α (ERα) is abundantly expressed in the vlVMH, but largely spared in the dmVMH and the cVMH^16^. In the present study, we systematically characterized the glucose-sensing properties of these ERα-expressing neurons in the vlVMH (ERα^vlVMH^ neurons). We used fiber photometry, optogenetics, and CRISPR-Cas9 approaches to identify the ionic and circuitry mechanisms by which these neurons sense glucose fluctuations and regulate blood glucose levels.

## Results

### All tested ERα^vlVMH^ neurons sense glucose fluctuations

We have recently generated and validated a new ERα-ZsGreen mouse strain, in which expression of a fluroscence reporter, ZsGreen, is driven by the mouse ERα promoter. As we reported^17^, ZsGreen is selectively expressed in ERα-expressing neurons, including those in the vlVMH (Fig. 1a). We used female ERα-ZsGreen mice to record glucose-sensing properties of ERα^vlVMH^ neurons under the current clamp mode in response to a 5→1→5 mM extracellular glucose fluctuation protocol^18^. Strikingly, all the tested ERα^vlVMH^ neurons (576 neurons from 65 mice) are glucose-sensing neurons (defined as >2 mV depolarization or hyperpolarization in response to the glucose fluctuations)^19^. We also examined the adjacent non-ERα^vlVMH^ neurons (ZsGreen(−) neurons) and found that 83% of these neurons are glucose sensing, while the rest 17% non-ERα^vlVMH^ neurons did not respond to glucose fluctuations (Fig. 1b; *P* < 0.0001 compared to ERα^vlVMH^ neurons, *χ*^2^ test). Interestingly, only 47% of dmVMH neurons and 49% of cVMH neurons (labeled by the SF1 promoter) are found to be glucose sensing, using the same recording protocol (Fig. 1b; *P* < 0.0001 compared to ERα^vlVMH^ neurons, *χ*^2^ tests). Since scattered ERα neurons are also present in the dmVMH and cVMH (Fig. 1a), we examined the glucose-sensing properties of these neurons, and found only 50% of ERα^dmVMH^ neurons and 46% of ERα^cVMH^ neurons responded to glucose fluctuations (Fig. 1b; *P* < 0.0001 compared to ERα^vlVMH^ neurons, *χ*^2^ tests). Thus, ERα^vlVMH^ neurons represent a unique subpopulation with remarkably strong glucose-sensing capability.

**Fig. 1:**
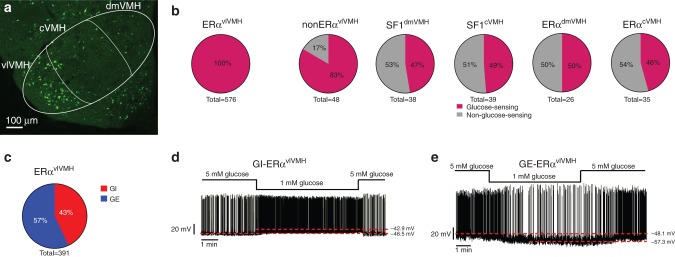
ERα^vlVMH^ neurons are glucose sensing. **a** Direct visualization of ZsGreen-labeled ERα neurons in a coronal hypothalamic section from a female ERα-ZsGreen mouse. The VMH subdivisions, dmVMH, cVMH, and vlVMH, were highlighted with white borders. The similar results were replicated three times. **b** Percentage of glucose-sensing or non-glucose-sensing neurons in different VMH subgroups. **c** Percentage of GI and GE neurons within the ERα^vlVMH^ population in gonad-intact female mice. **d**, **e** Representative electrophysiological responses to glucose fluctuations (5→1→5 mM) in a GI **d** and a GE-ERα^vlVMH^ neuron **e**. Source data are provided as a Source Data Fig. 1.

Among ERα^vlVMH^ neurons, 43% of them depolarized and increased their firing frequency in response to hypoglycemia (5→1 mM glucose), while recovery of glucose level to 5 mM restored activities of all these neurons (Fig. 1c, d); these neurons were identified as GI-ERα^vlVMH^ neurons. The rest 57% of female ERα^vlVMH^ neurons hyperpolarized and decreased their firing frequency in response to hypoglycemia, and then recovered at 5 mM glucose condition (Fig. 1c, e); these neurons were identified as GE-ERα^vlVMH^ neurons. We exposed female ERα^vlVMH^ neurons to 5→2.5→1→2.5→5 mM glucose fluctuation, and found that GE- and GI-ERα^vlVMH^ neurons changed their membrane potential in a concentration-dependent manner (Supplementary Fig. 1a, b). We repeated the same 5→1→5 mM extracellular glucose fluctuation protocol in the presence of a cocktail of synaptic blockers (TTX, CNQX, D-AP5, and bicuculline) and found similar hypoglycemia-induced depolarization in GI-ERα^vlVMH^ neurons and hyperpolarization in GE-ERα^vlVMH^ neurons (Supplementary Fig. 1c–d), indicating that glucose-sensing of ERα^vlVMH^ neurons is independent of synaptic inputs.

### GI- and GE-ERα^vlVMH^ neurons use distinct ionic conductances

We used the Patch-seq approach^20^ to further explore the mechanisms by which female GI- and GE-ERα^vlVMH^ neurons sense and respond to glucose fluctuations. 

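The deposited Patch-seq data hold 8 ERα vlVMH neurons, each sequenced as a library of its own. GE neurons 1, 4, 6 and 8 were hyperpolarized when glucose was lowered from 5 mM to 1 mM, and GI neurons 2, 3, 5 and 7 were depolarized. The paper left GI neuron 3 out for its low read count, so class levels given beside the results are those of 4 GE neurons and 3 GI neurons, and values of GI neuron 3 are named as such. The paper states that the neurons came from 2 mice, and neither its text nor the labels say which neuron came from which mouse. Each class was therefore treated as 1 sample, and no p-value, standard error or number of changed genes was computed from the neurons, whereas the paper's test took each cell as a replicate. The authors' table of library quality gives 14900568, 9210274, 6144126 and 6909080 reads for GE neurons 1, 4, 6 and 8, and 7406040, 8675802 and 6792750 reads for GI neurons 2, 5 and 7. GI neuron 3 has 126914 reads. These numbers are 2.01 to 2.31 times the read numbers of Supplementary Table 1, and 1.01 to 1.15 times them when 2 reads are counted as 1 pair. The deposited expression tables were made by the authors and list, for each neuron, the genes above 0 in FPKM (fragments per kilobase of gene model, scaled to the mapped fragments of each library), with the lower and upper bound of a confidence interval whose level is not stated. Which errors these intervals cover is not stated, and they were read here as counting error only. Amplified reads are not independent molecules, which counting error leaves out. The tool, annotation and genome build behind these FPKM values are not given in the sources used here. The counts that the paper made with STAR, featureCounts and RUVseq are another product of the same reads and were not used here. A class level is the mean FPKM of its neurons, with 0 for a gene that a neuron does not list, and ratios are the log2 of the GE level over the GI level after adding 1 to both. Statements on many genes cover the 6990 genes with a level of at least 5 FPKM in either class, unless all listed genes are named.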

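All 7 neurons listed the 10 pan-neuronal genes at 1 FPKM or more, with Snap25, which encodes a protein of synaptic vesicle release, at 251 to 384 FPKM. Slc17a6, the vesicular glutamate transporter of VMH neurons, lay at 6.71 to 30.8 FPKM, and Tac1, a neuropeptide precursor of the vlVMH, at 348 to 637 FPKM. Esr1, which encodes ERα, was listed at 0.873 FPKM in GE neuron 1, 0.36 in GE neuron 4, 1.04 in GI neuron 2 and 0.339 in GI neuron 7, and was not listed in the others. Markers of other cells were listed in the same libraries. Gad1, an enzyme of GABA synthesis, lay at 24.5 to 39.8 FPKM in the 7 neurons, Mbp of oligodendrocytes at 186 to 667, S100b of astrocytes at 136 to 483, and C1qb of microglia at 199 to 458. Neuropeptides of the neighbouring arcuate nucleus were also listed in every neuron, with Pomc at 260 to 759 FPKM and Sst at 5184 to 7450 FPKM. The marker lists, fixed before the data were examined, did not stand alike in both classes. The median log2 ratio of GE over GI neurons was 0.52 for oligodendrocyte genes (higher in GE neurons for 6 of 7) and 0.47 for astrocyte genes (5 of 7), at the 99.9 and 99.2 percentile of 10000 random lists matched on expression. It was -0.50 for arcuate genes, of which 7 of 9 were higher in GI neurons, and -1.25 for the 3 haemoglobin genes, all higher in GI neurons. These medians lay at percentile 0 and 0.025. The 3 haemoglobin genes, Beta-s, Hbb-b1 and Hbb-b2, are related beta-globin genes, not separate measurements like the genes of a random list. Their percentile may thus overstate how far they stand apart. Genes of the other lists may vary together too, and the same limit then holds for their percentiles. The arcuate median was -0.16 without GI neuron 2 and -0.74 without GE neuron 8. The 4 vlVMH markers that passed the level filter were all higher in GE neurons (median 0.39, percentile 96.2, within the middle 95% of random lists). With no filter, the median of all 9 vlVMH markers was 0.21 (percentile 84.2). Without GE neuron 4 the oligodendrocyte and astrocyte medians fell to 0.33 and 0.35, and without GI neuron 2 to 0.25 and 0.21, within the middle 95% of random lists. Spearman correlations between neurons, across genes, had a median of 0.843 within the GE class, 0.81 within the GI class and 0.838 between the classes.

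**Figure D1:**
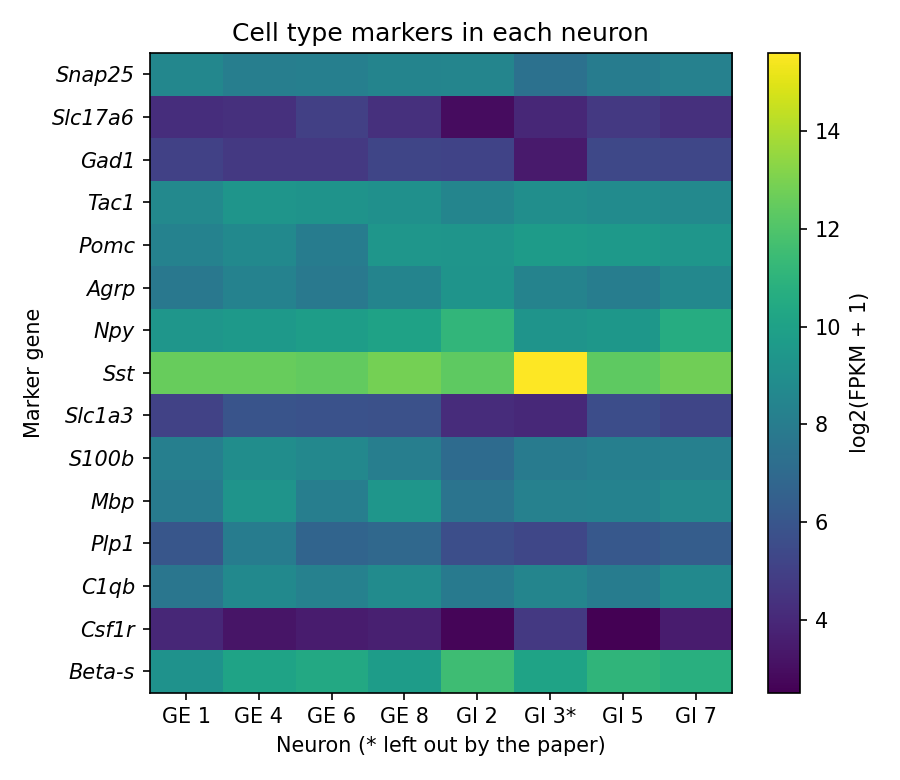
Marker genes (rows) in each neuron (columns), as log2 of FPKM plus 1. The rows run from markers of neurons through arcuate neuropeptides and glia to haemoglobin, and Sst in GI neuron 3, at 49675 FPKM, is the highest value drawn.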

We first used patch-clamp recordings to identify single GI- and GE-ERα^vlVMH^ neurons from ERα-ZsGreen female mice, and then manually collected these neurons for transcriptome experiments (RNA-seq). 

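Hmox1, which encodes a heme oxygenase, had a mean of 3.77 FPKM in GE neurons and was not listed in any of the 3 GI neurons. Slc2a6, of the glucose transporter family, was listed in all 4 GE neurons (mean 6.76 FPKM) and in no GI neuron. Without GE neuron 8 the GE means of Hmox1 and Slc2a6 were 2.10 and 4.39 FPKM. Dnajb13 and Dnali1, both of ciliary axonemes, were higher in GI neurons, at 18.7 against 0.694 FPKM (log2 ratio -3.54) and 5.52 against 0.565 FPKM (-2.06). Their GE means were 0.451 FPKM without GE neuron 8 and 0.345 FPKM without GE neuron 1. Of the genes in Supplementary Data 1, 360 were found in the deposited tables, 327 by symbol, 19 by a synonym and 14 by the symbol of their Ensembl identifier. The class with the higher mean FPKM was the one the paper gives for 339 of them, 263 of 282 genes given as higher in GE neurons and 76 of 78 given as higher in GI neurons. The genes were chosen by the paper on these neurons, so this is not independent evidence of their direction. Most had low levels, with a median in the higher class of 2.10 FPKM for the GE genes and 2.60 FPKM for the GI genes. With the filter of 5 FPKM, 72 genes remained, 65 of them in the paper's direction, made up of 45 of 52 GE genes and 20 of 20 GI genes. Of the GE genes, 205 were listed in all 4 GE neurons, and 15 of these in no GI neuron. Of the GI genes, 54 were listed in all 3 GI neurons, and 1 of these in no GE neuron. Among all 6990 genes that passed the filter, 3656 had the higher level in GE neurons and 3334 in GI neurons.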

Our analysis revealed 372 genes differentially expressed in GE- vs. GI-ERα^vlVMH^ neurons (*P* < 0.05 and |log_2_(fold change)| > 2; Supplementary Tables 1 and 2, Supplementary Data 1). Our functional enrichment analysis revealed 23 Gene Ontology (GO) terms that are statistically enriched in these genes (Supplementary Data 2). Among them, “ATP binding” (GO:0005524) is the second most enriched GO Molecular Function term (Supplementary Data 2). 

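Genes of the paper's "ATP binding" term had the higher mean FPKM in GE neurons for 32 of its 43 members and in GI neurons for 11, 41 of them in the paper's direction. Among those higher in GE neurons were Ddx27, of the DEAD-box RNA helicases (5.48 against 2.66 FPKM), Clcn7, a lysosomal chloride and proton exchanger (4.16 against 0.882), and P2rx7, an ATP-gated cation channel (1.66 against 0.0965). Camkk2, a kinase upstream of AMP-activated protein kinase, had 3.16 FPKM in GE neurons and 0.287 in GI neurons. Among those higher in GI neurons was Thg1l, at 6.96 FPKM in GI neurons, where GI neurons 2 and 5 listed it, and not listed in any GE neuron. Camkk2 and Thg1l are named after their values were seen. The GE mean of P2rx7 was 0.366 FPKM without GE neuron 6 and its GI mean 0.0147 without GI neuron 2, the GI mean of Thg1l was 2.08 without GI neuron 5, and that of Clcn7 was 0.149 without GI neuron 7. Clcn7 in GI neuron 3 was 15.6 FPKM, and with that neuron added its GI level exceeded its GE level. The depth of GI neuron 3 was 0.00857 of that of GE neuron 1, so this value rests on few fragments. Only 11 members reached 5 FPKM in either class, 6 higher in GE and 5 in GI neurons. The members are the differentially expressed genes that Supplementary Data 2 assigns to the term, and the enrichment itself was not recomputed. Of all the paper's genes found here, 73.6% were higher in GE neurons, a share similar to that of the term.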

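Slc35b3, a nucleotide sugar transporter, had a mean of 4.88 FPKM in GE neurons and 0.4 FPKM in GI neurons, and Plekho1 had 7.22 against 1.88. Atp6v1c2, a subunit of the vacuolar proton pump, had 0.874 FPKM in GE neurons and 7.19 in GI neurons, and Ndufa4l2, a mitochondrial protein, 1.59 against 7.71. Without GI neuron 7, Slc35b3 was not listed in GI neurons and Plekho1 had a GI mean of 0.453 FPKM. Without GE neuron 8 the GE mean of Atp6v1c2 was 0.501 FPKM. Ndufa4l2 had a GI mean of 2.69 FPKM without GI neuron 2 and a GE mean of 0.675 FPKM without GE neuron 4. A further 3 terms of Supplementary Data 2 were examined like ATP binding. Plekho1 belongs to "plasma membrane region" and the other genes named to "transporter activity". For "plasma membrane region", 27 of 33 members had the higher level in GE neurons and 6 in GI neurons. For "transporter activity", 20 of 29 members were higher in GE and 9 in GI neurons. For "regulation of response to external stimulus", 18 of 29 members were higher in GE and 11 in GI neurons. Together with ATP binding the terms hold 103 distinct genes, of which 75 were higher in GE and 28 in GI neurons, and 98 lay in the paper's direction. Of all 360 genes of the paper found here, 265 (73.6%) were higher in GE neurons, so the terms together mirror the whole list. At 5 FPKM or more in either class there were 21 genes of the terms, 12 higher in GE and 9 in GI neurons. Without GE neuron 8 these were 16 genes, 7 higher in GE and 9 in GI neurons. Plekho1 was named after its values were seen.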

Other GO terms included “regulation of response to external stimulus” (GO:0032101), “plasma membrane region” (GO:0098590), and “transporter activity” (GO:0005215; Supplementary Data 2). These results suggested that differentially expressed genes involved in ATP binding, transporter, and membrane regions may account for the opposite electrophysiological responses of GI- and GE-ERα^vlVMH^ to glucose fluctuations. Among these differently expressed genes, we paid attention to those known to encode ion channels as potential targets. In particular, expression of anoctamin 4 gene (*Ano4*, encoding a calcium-activated chloride channel protein) was significantly higher in GI-ERα^vlVMH^ neurons than in GE-ERα^vlVMH^ neurons (*P* = 0.0133, log_2_(fold change) = 3.102, Supplementary Fig. 2a). 

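Beyond the paper's terms, lists fixed before the data were examined describe genes that handle glucose and energy. Of 12 genes of energy sensing, 5 passed the level filter, and 4 of them were higher in GE neurons, with a median log2 ratio of 0.56 at the 99.4 percentile of random lists. They included Prkag2 and Prkag1, regulatory subunits of AMP-activated protein kinase, at 10.3 against 4.53 FPKM and 19.0 against 12.0 FPKM. Stk11, the kinase upstream of it, had 10.3 against 6.67 FPKM. Over the 7 neurons, the astrocyte and oligodendrocyte medians were also higher in GE neurons, by a similar amount. Without GE neuron 8 the energy sensing median was 0.14 (percentile 80.3), and without GI neuron 5 it was 0.25 (percentile 92.4), within the middle 95% of random lists. The 15 genes of glycolysis were measured in every neuron and split evenly, 8 higher in GE and 7 in GI neurons (median 0.00, percentile 56.4). The 13 protein-coding genes of the mitochondrial genome had a median of -0.05 (percentile 23.3), 3 of them higher in GE neurons. Without GI neuron 5 that median was 0.26 (percentile 100), and without GE neuron 6 it was -0.19 (percentile 0.36). Of the genes of glucose entry, 5 passed the filter, 3 higher in GE neurons, among them Slc2a8 at 9.47 against 3.55 FPKM (1.28 without GI neuron 7), and 2 in GI neurons. Immediate early and stress genes, which neuronal activity and tissue handling induce, were higher in GI neurons for 9 of 9 (median -0.37, percentile 0.385), with Fos at 123 FPKM in GE and 147 FPKM in GI neurons, and 107 FPKM in GI neurons without GI neuron 2. Their median lay within the middle 95% of random lists without GI neuron 2 (-0.11, percentile 19.9), without GE neuron 1 (percentile 7.5), without GE neuron 4 (percentile 5.62), without GE neuron 6 (percentile 5.54) and without GI neuron 7 (percentile 5.01). From the enriched terms, the paper proposes that genes of ATP binding, transport and membrane regions may account for the opposite responses of the classes to glucose.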

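Among the lists fixed before the data were examined, no gene of the K_ATP_ channel, none of 10 voltage-gated calcium channel genes and none of 17 HCN, NALCN and TRP channel genes reached 5 FPKM in either class. Clcn2, a chloride channel of the paper's list, had a mean of 1.52 FPKM in GE neurons and 0.337 in GI neurons, where GI neuron 7 alone listed it. Cacna1c, an L-type calcium channel, had 0.274 against 0.0734 FPKM, and Trpm6 0.773 against 0.13 FPKM. Without GI neuron 2 the GI mean of Cacna1c was 0.0336 FPKM, and Trpm6 was not listed in GI neurons. Kcnk10, a 2-pore potassium channel, had 1.34 FPKM in GE neurons, with 2.89 in GE neuron 8, and 0.595 in GI neurons, where GI neuron 7 alone listed it. The 2-pore potassium channels that passed the filter, Kcnk1, Kcnk2 and Kcnk3, were all higher in GI neurons, at 9.13 against 7.45, 5.33 against 3.43 and 7.24 against 4.95 FPKM, and their median log2 ratio of -0.47 lay at percentile 14.1. Of 22 other chloride channels and transporters, 5 passed, 4 of them higher in GE neurons, with a median of 0.17 (percentile 63.6). Ano10 was the only anoctamin to reach 5 FPKM, at 7.27 in GE neurons and 2.64 in GI neurons.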

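Ano4 was listed in all 3 GI neurons, at 3.29 FPKM in neuron 2, 3.15 in neuron 5 and 1.25 in neuron 7, and in 2 of the 4 GE neurons, at 0.656 FPKM in neuron 1 and 0.345 in neuron 8. The means were 2.57 FPKM in GI neurons and 0.25 FPKM in GE neurons, 10.3 times lower. After adding 1 to both means, which shrinks ratios of low values, the log2 ratio of GE over GI was -1.51. Each of the 3 GI neurons lay above each of the 4 GE neurons. GI neuron 3 did not list the gene, and with it the GI mean was 1.92 FPKM and the log2 ratio -1.23. The authors' intervals were 1.86 to 4.73 FPKM in GI neuron 2, 1.83 to 4.48 in GI neuron 5 and 0.304 to 2.19 in GI neuron 7, against 0.232 to 1.08 in GE neuron 1 and 0 to 0.833 in GE neuron 8, so that of GI neuron 7 overlapped both. If the upper arm of an interval is 2 SD of counting error, these values rest on about 21, 22.8 and 7 fragments in the GI neurons and 9.6 and 2 in the GE neurons. At the mean level of GI neurons, the libraries of GE neurons 4 and 6 would have held about 20.4 and 13 fragments and that of GI neuron 3 about 0.331, so the gene's absence from GI neuron 3 was not detectable at its depth. Ano4 (ENSMUSG00000035189) lies on chromosome 10 of GRCm38 from 88948994 to 89344762. Without GE neuron 1 the GE mean of Ano4 was 0.115 FPKM. Ano4 lay below the 5 FPKM filter in both classes.

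**Figure D2:**
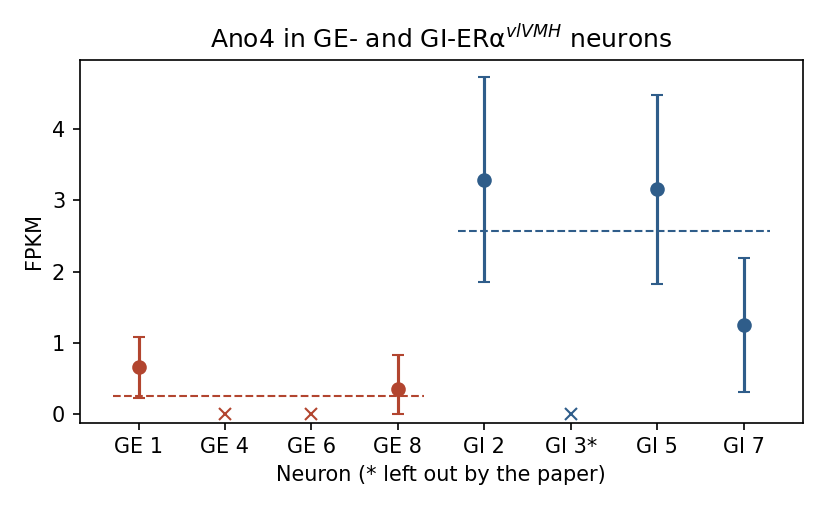
FPKM of Ano4 in each neuron. Circles are the values with the authors' intervals as bars, crosses mark neurons that do not list the gene, and dashed lines are class means over the 7 neurons of the paper. The line of the GI neurons lies at 2.57 FPKM and that of the GE neurons at 0.25 FPKM.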

Our qPCR assay further confirmed that expression of *Ano4* is significantly higher in GI-ERα^vlVMH^ neurons than GE-ERα^vlVMH^ neurons (Fig. 2a, primer sequences seen in Supplementary Table 3). Consistently, we detected robust rectifying currents in GI-ERα^vlVMH^ neurons that were blocked by CaCCinh-A01 (1 µM), an anoctamin inhibitor^21^, confirming that these were Ano currents (Fig. 2b). Importantly, these Ano currents in GI-ERα^vlVMH^ neurons were significantly potentiated by exposure to low glucose (1 mM) compared to high glucose (5 mM), whereas such currents were minimal in GE-ERα^vlVMH^ neurons regardless of glucose concentrations (Fig. 2c, d). Further, CaCCinh-A01 abolished the responsiveness of GI-ERα^vlVMH^ neurons to glucose fluctuations, but it had no effect on GE-ERα^vlVMH^ neurons (Fig. 2e, f). To further confirm the role of Ano4, we used CRISPR-Cas9 approach to knockout *Ano4* specifically in ERα^vlVMH^ neurons. Briefly, we designed sgRNAs targeting exon 4 and exon 11 of the *Ano4* gene, respectively, screened 19 sgRNAs, and identified two sgRNAs that effectively induced indel mutations in each exon in the HEK293 cells (Supplementary Fig. 2b). These two sgRNAs were constructed into an AAV vector followed by Cre-dependent FLEX-tdTOMATO sequence (Supplementary Fig. 2c). Female Esr1-Cre mice received stereotaxic injections of AAV-FLEX-scCas9 (Vector Biolabs, #7122) and AAV-Ano4/sgRNAs-FLEX-tdTOMATO into one side of the vlVMH to disrupt expression of *Ano4* selectively in ERα^vlVMH^ neurons. For the purpose of the control, the other side of the vlVMH received AAV-Ano4/sgRNAs-FLEX-tdTOMATO and the AAV-GFP (no Cas9) virus (Fig. 2g). Compared to control side (GFP + Ano4/sgRNA), the combination of Cas9 and Ano4/sgRNA diminished the GI population without affecting the GE population, and robustly reduced Ano currents in TOMATO-labeled ERα^vlVMH^ neurons that were not GE (Fig. 2h, i). Thus, our results indicate that *Ano4* is required for GI-ERα^vlVMH^ neurons to respond to glucose fluctuations.

**Fig. 2:**
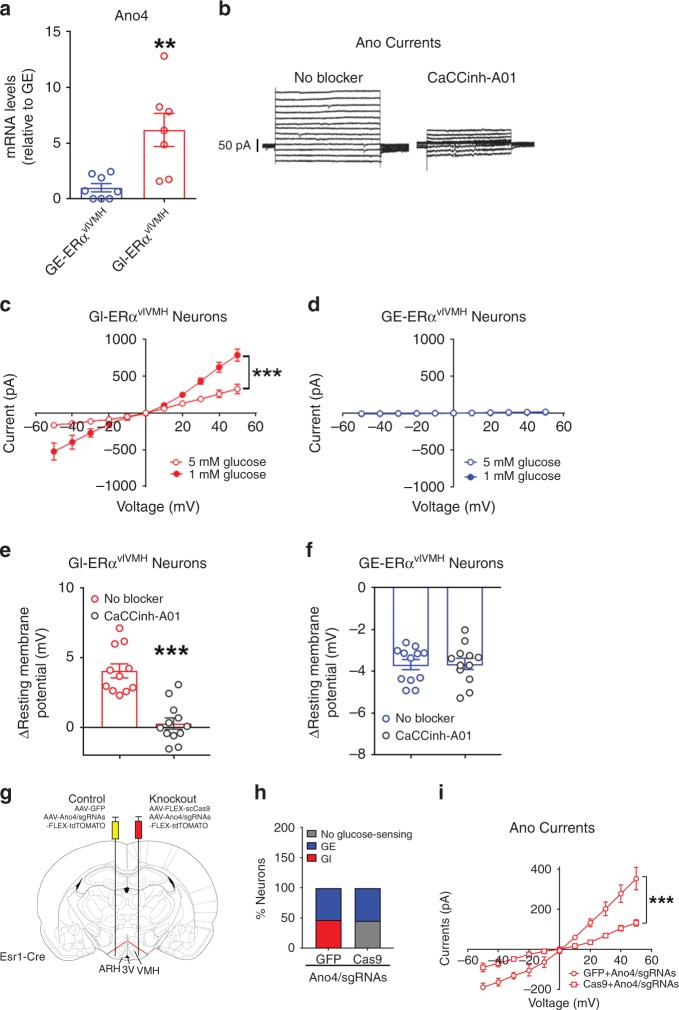
Ano4 mediates hypoglycemia-induced activation in GI-ERα^vlVMH^ neurons. **a** Relative mRNA levels of Ano4 in female GI-ERα^vlVMH^ neurons and GE-ERα^vlVMH^ neurons measured by real-time RT-qPCR. *N* = 7 or 8 neurons from three mice per group. Results are shown as mean ± SEM. **P = 0.0033 in two-sided *t*-tests. **b** Typical Ano current in a female GI-ERα^vlVMH^ neuron in the presence or absence of an Ano inhibitor (100 μM CaCCinh-A01). **c**, **d** Ano currents measured in female GI-ERα^vlVMH^ neurons (**c**, *N* = 10 or 17 neurons from three mice per group) and GI-ERα^vlVMH^ neurons (**d**, *N* = 5 or 9 neurons from two mice per group) in the presence of high (5 mM) or low (1 mM) glucose. Results are shown as mean ± SEM. ***P < 0.0001 in two-way ANOVA repeated measurements followed by Sidak post hoc tests. **e**, **f** Hypoglycemia-induced changes in resting membrane potential in female GI-ERα^vlVMH^ neurons **e** and in GE-ERα^vlVMH^ neurons **f** in the absence or the presence of 100 μM CaCCinh-A01. *N* = 11 or 12 neurons from three mice per group. Results are shown as mean ± SEM. ***P < 0.0001 in two-sided *t*-tests. **g** Schematic representation of CRISPR-mediated knockout of Ano4 in one side of ERα^vlVMH^ neurons but leaving the other side as controls in the same female mice. **h** The composition (%) of GE, GI, and no glucose-sensing neurons from ERα^vlVMH^ populations in the control and Ano4-knockout sides. *N* = 19 or 24 neurons from two mice per group. **i** Ano currents measured in the control and Ano4-knockout sides of female ERα^vlVMH^ neurons in the presence of high (5 mM) glucose. Note: since there were no GI neurons in the knockout side, data from Ano4-knockout side were collected from nonGE neurons **h**, while data for control side were collected from identified GI neurons. *N* = 7 or 8 neurons from two mice per group. ***P = 0.0002 in two-way ANOVA repeated measurements followed by Sidak post hoc tests. Source data are provided as a Source Data Fig. 2.

The Patch-seq analysis also revealed that expression of *Abcc8* (which encodes the Sur1 protein, one subunit of the K_ATP_ channel) was substantially higher in GE-ERα^vlVMH^ neurons than that in GI-ERα^vlVMH^ neurons (*P* = 0.0088, log_2_(fold change) = 4.597, Supplementary Fig. 2a). 

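Abcc8 was listed in 3 of the 4 GE neurons, at 1.35 FPKM in neuron 1, 2.51 in neuron 4 and 1.29 in neuron 8, and in 1 of the 3 GI neurons, at 0.517 FPKM in neuron 2. The means were 1.29 FPKM in GE neurons and 0.172 FPKM in GI neurons, 7.47 times lower. After adding 1 to both means, which shrinks ratios of low values, the log2 ratio of GE over GI was 0.96. GE neuron 6, which the recording classed as GE, did not list the gene. GI neuron 3 did not list it either, and with that neuron the log2 ratio was 1.02. The authors' intervals were 0.81 to 1.89 FPKM in GE neuron 1, 1.47 to 3.56 in GE neuron 4, 0.372 to 2.2 in GE neuron 8 and 0 to 1.03 in GI neuron 2, with about 25, 23.3, 7.9 and 4 fragments behind the values on the same reading of the interval. At the mean level of GE neurons, the libraries of GI neurons 5 and 7 would have held about 11 and 8.42 fragments and that of GI neuron 3 about 0.194. The pore-forming subunit that Sur1 joins in the K_ATP_ channel, Kcnj11, was listed in every one of the 7 neurons, at a mean of 0.938 FPKM in GE neurons and 2.19 in GI neurons, and 1.17 in GI neurons without GI neuron 2. Abcc9, which encodes Sur2, was also listed in all 7, at 1.32 and 2.01 FPKM. These 2 genes are members of a list fixed before the data were examined but lie below its level filter, as Abcc8 does, and are named after their values were seen. Abcc8 (ENSMUSG00000040136) lies on chromosome 7 of GRCm38 from 46104523 to 46180033.

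**Figure D3:**
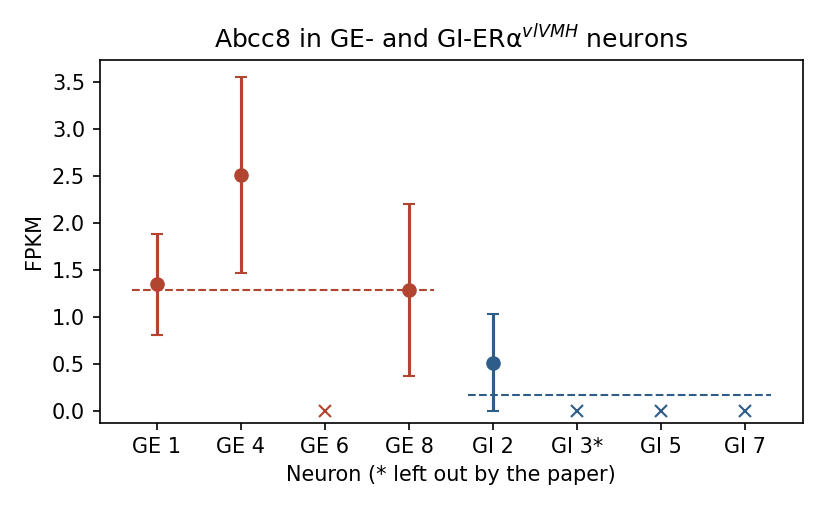
FPKM of Abcc8 in each neuron, with circles for values, bars for the authors' intervals, crosses for neurons that do not list the gene and dashed lines for class means over the 7 neurons of the paper. The line of the GE neurons lies at 1.29 FPKM and that of the GI neurons at 0.172 FPKM.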

Our qPCR analyses further confirmed that *Abcc8* mRNAs were abundant in GE-ERα^vlVMH^ neurons but below the detection threshold in GI-ERα^vlVMH^ neurons (Fig. 3a, primer sequences seen in Supplementary Table 3). Consistently, we showed that K_ATP_ channel-mediated outward currents in female GE-ERα^vlVMH^ neurons were significantly elevated by hypoglycemia, which were blocked by 200 µM tolbutamide, a K_ATP_ channel inhibitor^18^ (Fig. 3b). On the other hand, such K_ATP_ channel-mediated outward currents were almost not detectable in female GI-ERα^vlVMH^ neurons (Fig. 3c). In addition, treatment of tolbutamide (200 µM) blocked hypoglycemia-induced inhibition in female GE-ERα^vlVMH^ neurons but had no effect on GI-ERα^vlVMH^ neurons (Fig. 3d, e). To further confirm the function of Abcc8, we designed and identified two sgRNAs that efficiently induced indel mutations in exon 2 and exon 5 of the *Abcc8* gene (Supplementary Fig. 2d). Both these sgRNAs were constructed into one AAV vector followed by Cre-dependent FLEX-tdTOMATO sequence (AAV-Abcc8/sgRNAs-FLEX-tdTOMATO; Supplementary Fig. 2e). Female Esr1-Cre mice received stereotaxic injections of AAV-FLEX-scCas9 and AAV-Abcc8/sgRNAs-FLEX-tdTOMATO into one side of the vlVMH. As controls, the other side of vlVMH of the same mice received AAV-Abcc8/sgRNAs-FLEX-tdTOMATO and AAV-GFP (no Cas9; Fig. 3f). Compared to the control side (GFP + Abcc8/sgRNA), the combination of Cas9 and Abcc8/sgRNA diminished the GE population without affecting the GI population and robustly reduced K_ATP_ currents in TOMATO-labeled ERα^vlVMH^ neurons that were not GI (Fig. 3g, h). Thus, our results indicate that hypoglycemia opens the K_ATP_ channel in female GE-ERα^vlVMH^ neurons to inhibit these neurons.

**Fig. 3:**
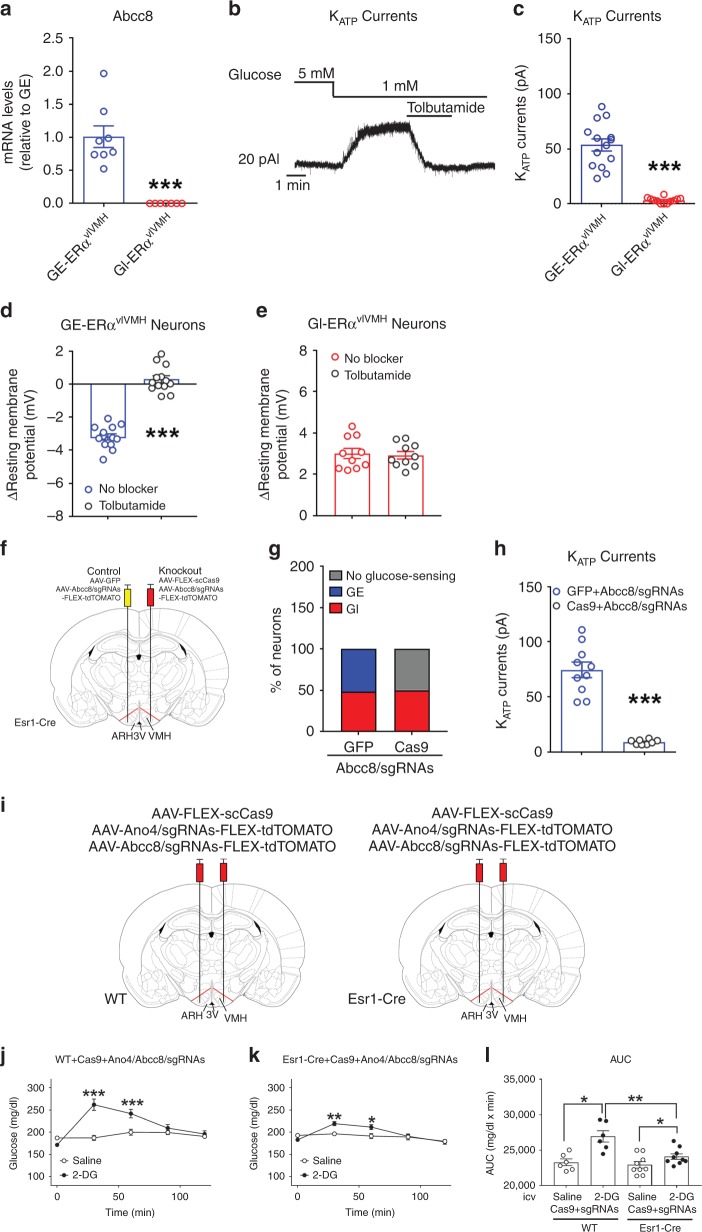
Abcc8 mediates hypoglycemia-induced inhibition GE-ERα^vlVMH^ neurons. **a** Relative mRNA levels of Abcc8 in female GI- and GE-ERα^vlVMH^ neurons measured by real-time RT-qPCR. *N* = 7 or 8 neurons from three mice per group. ***P < 0.0001 in two-sided *t*-tests. **b** K_ATP_ current in a female GE-ERα^vlVMH^ neuron in response to glucose fluctuations with or without tolbutamide (200 µM). **c** Hypoglycemia-induced K_ATP_ currents in female GE- and GI-ERα^vlVMH^ neurons. *N* = 12 or 14 neurons from three mice per group. ***P < 0.0001 in two-sided *t*-tests. **d**, **e** Hypoglycemia-induced changes in resting membrane potential in female GE- **d** or GI-ERα^vlVMH^ neurons **e** in the absence or the presence of tolbutamide (200 µM). *N* = 10 or 13 neurons from three mice per group. ***P < 0.0001 in two-sided *t*-test. **f** CRISPR-mediated knockout of Abcc8 in one side of ERα^vlVMH^ neurons leaving the other side as controls in the same female mice. **g** The composition (%) of GE, GI, and no glucose-sensing neurons from ERα^vlVMH^ populations in the control and Abcc8-knockout sides. *N* = 19 or 20 neurons from two mice per group. **h** K_ATP_ currents measured in the control and Abcc8-knockout sides of female ERα^vlVMH^ neurons in the presence of 1 mM glucose. Note: since there were no GE neurons in the knockout side, data from knockout side were collected from nonGI neurons **g**, while data for control side were collected from identified GE neurons. *N* = 8 or 10 neurons from two mice per group. ***P < 0.0001 in two-sided *t*-tests. **i** CRISPR-mediated knockout of both Ano4 and Abcc8 in both sides of ERα^vlVMH^ neurons in Esr1-Cre female mice, while WT mice were used as controls. **j**–**l** Effects of icv saline or 2-DG on blood glucose in control **j** or in mice with both Ano4 and Abcc8 disrupted in ERα^vlVMH^ neurons **k**. *N* = 6 or 9 mice per group. *P = 0.0185, **P = 0.0053, at 30 min ***P < 0.0001 and at 60 min ***P = 0.0007 in two-way ANOVA analysis followed by post hoc Sidak tests. **l** Area under the curve for data in **j** and **k**. *N* = 6 or 9 mice per group. In WT *P = 0.0139, in Esr1-Cre *P = 0.0104, and **P = 0.0036 in two-sided *t*-tests. Results in **a**, **c**–**e**, **h**, **j**–**l** are shown as mean ± SEM. Source data are provided as a Source Data Fig. 3.

We further examined the functions of Ano4 and Abcc8 and in ERα^vlVMH^ neurons in the regulation of glucose balance in vivo using intracerebroventricular (icv) injections of 2-DG to induce central glucopenia^10^. In control female mice (wild-type mice receiving stereotaxic injections of AAV vectors that express scCas9, Ano4/sgRNAs, and Abcc8/sgRNAs into two sides of the vlVMH; Fig. 3i), icv 2-DG significantly elevated blood glucose compared to icv saline in the same mice (Fig. 3j). On the other hand, the 2-DG-induced glucose elevations were largely attenuated in female mice with simultaneous disruption of Ano4 and Abcc8 in ERα^vlVMH^ neurons (female Esr1-Cre mice receiving stereotaxic injections of AAV vectors that express scCas9, Ano4/sgRNAs, and Abcc8/sgRNAs into two sides of the vlVMH; Fig. 3i–l). Together, these results indicate that Ano4 and Abcc8 mediate glucose-sensing functions of GI- and GE-ERα^vlVMH^ neurons, respectively, and their functions are required for normal glucose balance in female mice. It is worth noting that this study did not directly address the downstream hormonal and/or neural signals mediating the regulations on glucose, which warrants future investigations.

### GI- and GE-ERα^vlVMH^ neurons recruit different circuits

In order to examine the projection sites of ERα^vlVMH^ neurons, we stereotaxically injected Ad-iN/WED^22^ into the vlVMH of female Esr1-Cre mice. These mice expressed GFP-tagged wheat germ agglutinin (GFP-WGA, an anterograde transsynaptic tracer) specifically in ERα^vlVMH^ neurons (Fig. 4a). Abundant WGA-labeled neurons were detected in a few brain regions implicated in the regulation of energy and glucose homeostasis, including the medioposterior part of the arcuate hypothalamic nucleus (mpARH), the lateral hypothalamus (LH), the medial parabrachial nucleus (MPB), and the dorsal Raphe nuclei (DRN; Fig. 4b, Supplementary Fig. 3a, g, m). These results suggest that ERα^vlVMH^ neurons project to these distant brain regions.

**Fig. 4:**
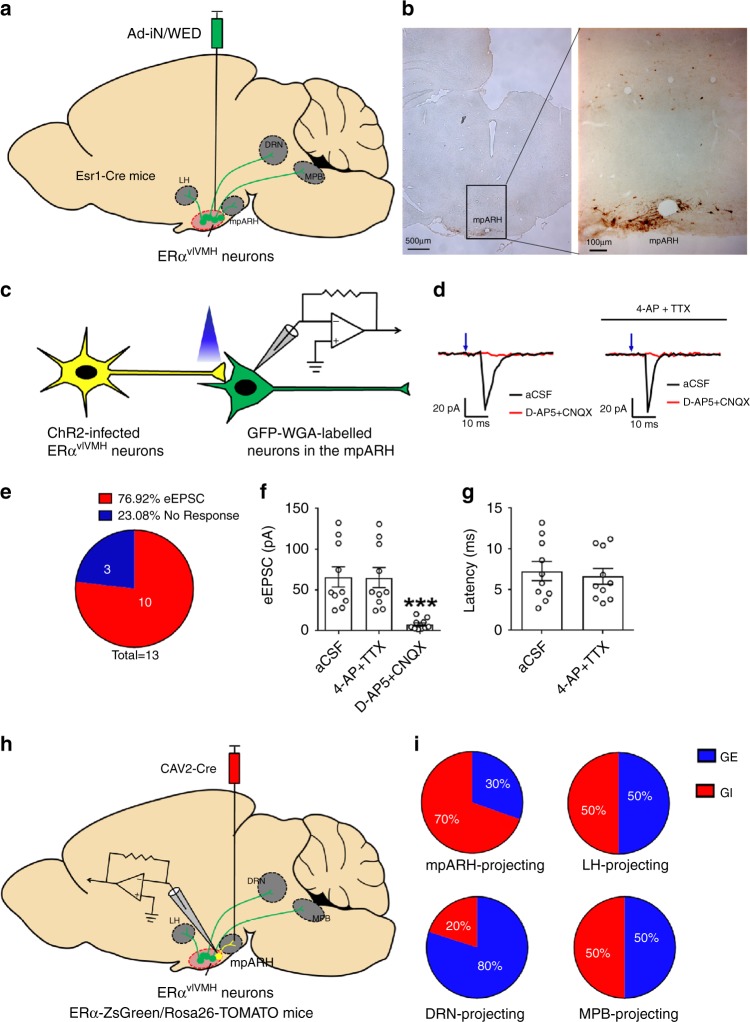
Projecting sites of GE- and GI-ERα^vlVMH^ neurons. **a** Schematic experimental strategy using the Ad-iN/WED virus as a transsynaptic anterograde tracer to identify downstream circuits of female ERα^vlVMH^ neurons. **b** Immunoreactivity of WGA in the mpARH. The right panel shows the higher magnification image of the black box in the left panel. Scale bars are indicated in each panel. The similar results were replicated three times. **c** Schematic experimental strategy for recordings in WGA-labeled neurons in response to photostimulation of ChR2-labeled ERα^vlVMH^-originated fibers within the mpARH in female mice. **d** Representative traces for light-evoked EPSCs, which were blocked by 30 μM D-AP5 and 50 μM CNQX, but not affected by 400 μM 4-AP and 1 μM TTX. **e** The percentage of WGA (+) neurons in the mpARH that showed light-evoked EPSCs or no response. **f** Amplitude of evoked EPSCs. **g** Latency of evoked EPSCs. *N* = 10 neurons from two mice per group. Results are shown as mean ± SEM. ***P = 0.0009 vs. other groups in one-way ANOVA followed by post hoc Sidak tests. **h** Schematic experimental strategy using the CAV2-Cre virus as a retrograde tracer to map GI-ERα^vlVMH^ and GE-ERα^vlVMH^-originated neural circuits. **i** Composition of GI and GE neurons in the female ERα^vlVMH^ populations with specific projections to the mpARH, the LH, the DRN, and the MPB. *N* = 14–23 neurons from three mice per projecting site. Source data are provided as a Source Data Fig. 4.

Since WGA may also travel retrogradely^23^, the WGA-labeled neurons may not be the synaptic targets of ERα^vlVMH^ neurons. To further confirm the synaptic connectivity between ERα^vlVMH^ neurons and mpARH neurons, we stereotaxically injected Ad-iN/WED and AAV-EF1α-DIO hChR2(H134R)-EYFP into the vlVMH of female Esr1-Cre mice to express both channelrhodopsin-2 (ChR2)-EYFP and GFP-WGA specifically in ERα^vlVMH^ neurons. Angular brain slices (containing both the vlVMH and mpARH) were prepared from these mice to perform electrophysiological recordings in WGA-GFP-labeled mpARH neurons (Fig. 4c). We detected light-evoked excitatory postsynaptic currents (EPSCs) in 10 out of 13 WGA-GFP-labeled neurons (averaged 65.97 ± 12.52 pA, latency: 7.26 ± 1.16 ms; *n* = 10). These evoked EPSCs were blocked by NMDA and AMPA glutamate receptor antagonists, 30 µM D-AP5 and 30 µM CNQX (Fig. 4d, f), confirming the glutamatergic nature of these evoked EPSCs. Importantly, all evoked EPSC persisted in the presence of 400 µM 4-AP and 1 µM TTX (Fig. 4d, f, g), indicating that these neurotransmissions are likely monosynaptic. We performed similar electrophysiological recordings to demonstrate functional connectivity between ERα^vlVMH^ neurons and WGA-GFP-labeled neurons in the LH (Supplementary Fig. 3b–f), the DRN (Supplementary Fig. 3h–l), and the MPB (Supplementary Fig. 3n–r).

Then, to further determine whether these projections originate primarily from GI-ERα^vlVMH^ neurons or from GE-ERα^vlVMH^ neurons, we stereotaxically injected a retrograde CAV2-Cre virus^24^ into each of these four sites of female ERα-ZsGreen/Rosa26-TOMATO mice. In this case, CAV2-Cre retrogradely infected upstream neurons that project to the injection site (e.g., mpARH) and induced TOMATO (red fluorescence) expression in these mpARH-projecting neurons (Fig. 4h). Thus, in the vlVMH, those neurons double labeled by TOMATO and ZsGreen were identified as mpARH-projecting ERα^vlVMH^ neurons, which accounted for ~29.7% of ERα^vlVMH^ population (Supplementary Fig. 4a, b). Similarly, CAV2-Cre injected into the LH, DRN, or MPB induced TOMATO expression in ~22.6%, 15.0%, or 25.7%, respectively, of ERα^vlVMH^ neurons (Supplementary Fig. 4b). We further determined that ~71–84% TOMATO(+) neurons, retrogradely labeled by CAV2-Cre injected into one of the four respective regions, were ZsGreen(+) ERα^vlVMH^ neurons (Supplementary Fig. 4c). We then performed electrophysiology recordings in these TOMATO(+)/ZsGreen(+) neurons and determined whether they were GI or GE neurons (Fig. 4h). Interestingly, we found that the majority of mpARH-projecting ERα^vlVMH^ neurons are GI neurons, while the majority of DRN-projecting ERα^vlVMH^ neurons are GE neurons (Fig. 4i). On the other hand, ERα^vlVMH^ neurons that project to the LH and the MPB are mixtures of approximately equal numbers of GE and GI neurons (Fig. 4i).

To further confirm these findings in vivo, we stereotaxically injected a retrograde virus HSV-hEF1α-LS1L-GCaMP6f into the mpARH of female Esr1-Cre mice and implanted a photodetector to target the vlVMH, which allowed fiber photometry recordings of the mpARH-projecting ERα^vlVMH^ neurons in functional mice (Fig. 5a). We showed that activity of mpARH-projecting ERα^vlVMH^ neurons was significantly reduced by hyperglycemia (i.p. 1 g per kg glucose) but increased by hypoglycemia (i.p. 1.5 U per kg insulin), confirming that these neurons were largely GI neurons (Fig. 5b). We used a similar approach to monitor activity of DRN-projecting ERα^vlVMH^ neurons, and found that these neurons displayed GE properties: activated by hyperglycemia but inhibited by hypoglycemia (Fig. 5c, d).

**Fig. 5:**
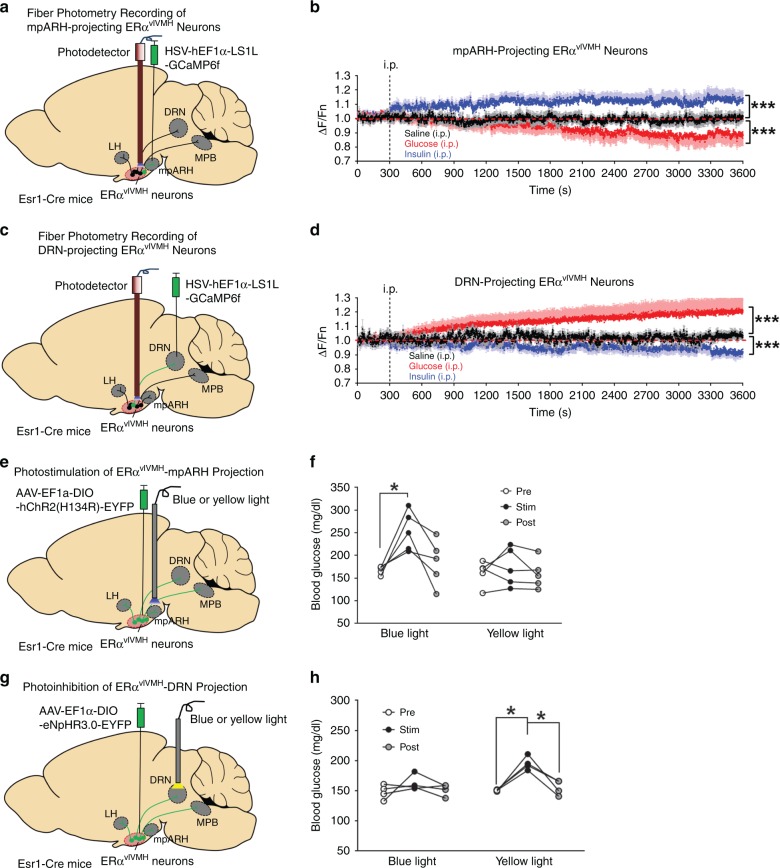
Distinct ERα^vlVMH^-downstream projections prevent hypoglycemia. a Schematic strategy using the HSV-hEF1α-LS1L-GCaMP6f virus and fiber photometry to monitor neural activity of female mpARH-projecting ERα^vlVMH^ neurons. **b** Quantifications of neural activity of mpARH-projecting ERα^vlVMH^ neurons in response to i.p. saline, i.p. 1 g per kg glucose, or i.p. 1.5 U per kg insulin. *N* = 6 mice per group. ***P < 0.0001 vs. saline group in two-way ANOVA analysis followed by post hoc Sidak tests. **c** Schematic strategy using the HSV-hEF1α-LS1L-GCaMP6f virus and fiber photometry to monitor neural activity of female DRN-projecting ERα^vlVMH^ neurons. **d** Quantifications of neural activity of DRN-projecting ERα^vlVMH^ neurons in response to i.p. saline, i.p. 1 g per kg glucose, or i.p. 1.5 U per kg insulin. *N* = 5 mice per group. ***P < 0.0001 vs. saline group in two-way ANOVA analysis followed by post hoc Sidak tests. **e** Schematic strategy using the AAV-EF1α-DIO hChR2(H134R)-EYFP to selectively activate the female ERα^vlVMH^→mpARH projection. **f** Effects of blue and yellow (as controls) light pulses on blood glucose. *N* = 5 mice per group. *P = 0.033 between the stimulation period and prestimulation period in one-way ANOVA analysis followed by post hoc Sidak tests. **g** Schematic strategy using the AAV-EF1α-DIO-eNpHR3.0-EYFP to selectively inhibit the female ERα^vlVMH^→DRN projection. **h** Effects of yellow and blue (as controls) light pulses on blood glucose. *N* = 4 mice per group. Between prestimulation period and stimulation period *P = 0.0111; between poststimulation period and stimulation period *P = 0.031 in one-way ANOVA analysis followed by post hoc Sidak tests. Results in **b** and **d** are shown as mean ± SEM. Source data are provided as a Source Data Fig. 5.

We further examined the glucose regulatory effects of mpARH-projecting ERα^vlVMH^ neurons. To this end, we stereotaxically injected AAV-EF1α-DIO hChR2(H134R)-EYFP into the vlVMH of female Esr1-Cre mice and implanted an optic fiber to target the mpARH (Fig. 5e, Supplementary Fig. 5a–c). Blue light pulses (473 nm, 5 ms per pulse, 40 pulses per 1 s for 1 h)^15^ were applied to this region to selectively activate the ERα^vlVMH^→mpARH projection (Supplementary Fig. 5d–f), which mimicked hypoglycemia-induced activation of this circuit. Interestingly, such activation resulted in significant increases in blood glucose (Fig. 5f). Importantly, as a control, yellow light pulses (589 nm, 5 ms per pulse, 40 pulses per 1 s for 1 h) applied to the same mice did not significantly alter blood glucose levels (Fig. 5f). On the other hand, the DRN-projecting ERα^vlVMH^ neurons are inhibited during a hypoglycemic event. Thus, we stereotaxically injected AAV-EF1α-DIO-eNpHR3.0-EYFP into the vlVMH of female Esr1-Cre mice and implanted an optic fiber to target the DRN (Fig. 5g, Supplementary Fig. 5g–j). Yellow light pulses were applied to the DRN to selectively inhibit the ERα^vlVMH^→DRN projection (Supplementary Fig. 5k–m), which also resulted in significant increases in blood glucose, while blue light pulses (as negative controls) showed no effect on glucose levels (Fig. 5h). Thus, these results support a feedback model that hypoglycemia activates GI-ERα^vlVMH^ neurons but inhibits GE-ERα^vlVMH^ neurons, which in turn engage distinct downstream neural circuits to increase blood glucose, and therefore prevent severe hypoglycemia.

Photostimulation of ERα^vlVMH^ neurons has been shown to evoke social investigation and occasional mounting in female mice when they are grouped housed^25^. In addition, activation of ERα^vlVMH^ neurons triggers aggressive behavior in Swiss Webster female mice, although this phenotype cannot be evoked in C57 females^26^. It is important to note that the current study measured glucose levels in singly housed mice, while examinations of social, sexual, and aggressive behaviors require animals to be encountered with an intruder or the opposite sex^25,26^. Nevertheless, we examined whether photostimulation of the ERα^vlVMH^→DRN circuit evokes similar social behaviors in singly housed female mice (all on the C57BL6/J background), but found no such behaviors (Supplementary Movie 1).

## Discussion

Our results identified ERα^vlVMH^ neurons as one key glucose-sensing neural population that can detect glucose fluctuations and prevent severe hypoglycemia at least in female mice. We further identified two key ion channels, namely the Ano4 channel and the K_ATP_ channel, which respectively mediate opposite GI and GE responses during the hypoglycemic challenge. Interestingly, subsets of GI- and GE-ERα^vlVMH^ neurons preferentially project to the mpARH and the DRN, respectively. Through these segregated downstream neural circuits, the opposite neural responses in these GI- and GE-ERα^vlVMH^ subsets are coordinated to synergistically elevate blood glucose, and therefore prevent severe hypoglycemia (Fig. 6).

**Fig. 6:**
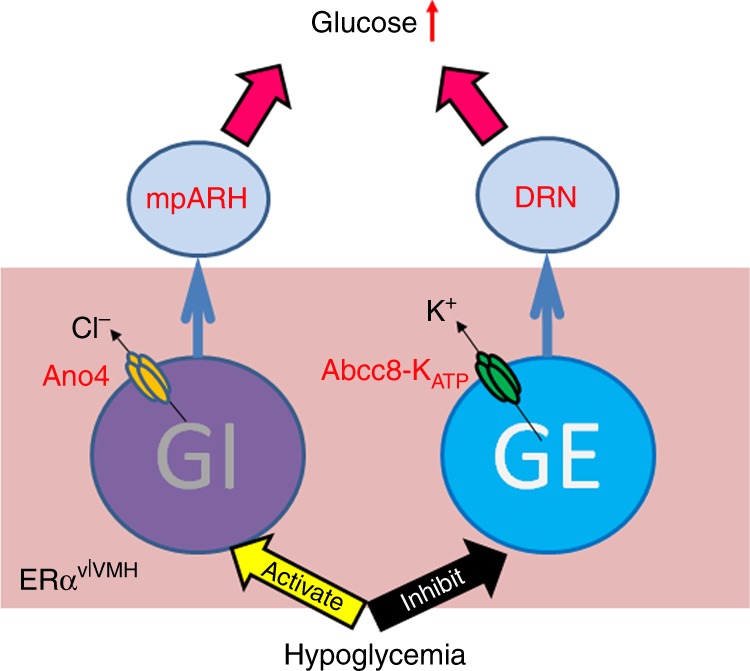
A schematic model. Hypoglycemia activates GI-ERα^vlVMH^ neurons through the opening of Ano4 channel, and inhibits GE-ERα^vlVMH^ neurons through the opening of the Abcc8-containing K_ATP_ channel. Activated GI-ERα^vlVMH^ neurons (via projections to the mpARH) and inhibited GE-ERα^vlVMH^ neurons (via projections to the DRN) both contribute to the prevention of severe hypoglycemia.

Early work indicated that VMH neurons play essential roles in brain glucose sensing and the whole-body glucose balance^7–9,11^. Using genetic tools, recent research efforts started to reveal that distinct glucose-sensing subgroups within the VMH regulate glucose balance through diverse mechanisms. For example, the Friedman group showed that activation of glucokinase-expressing neurons in the dmVMH increases glucose^12^. Further, the Heisler group demonstrated that another subgroup in the dmVMH and cVMH indirectly sense glucose fluctuations, via neuronal inputs from glucose-sensing neurons in the PBN^14^. Consistently, the Morton group recently showed that dmVMH/cVMH neurons (marked by adult SF1 promoter) relay PBN synaptic inputs to defend against hypoglycemia^15^. It is important to note that while the entire VMH shares a common SF1 lineage, the vlVMH further differentiates into a neuronal cluster devoid of SF1 during the adulthood^27^. Thus, studies using adult SF1-Cre mice (e.g., receiving ChR2 virus injections) only target dmVMH and cVMH neurons, but not those in the vlVMH. Our studies used ERα as a molecular marker and demonstrated that ERα-expressing VMH neurons is a unique glucose-sensing population. Anatomically, these ERα neurons are highly concentrated within the vlVMH, but barely expressed in the dmVMH or cVMH. In addition, we showed that ERα^vlVMH^ neurons project to the mpARH, LH, MPB, and DRN. On the other hand, dmVMH/cVMH neurons (marked by the adult SF1 promoter) were reported to project to the anterior bed nucleus of stria terminlis, PVH, and central amygdala^15^. The uniqueness of ERα^vlVMH^ neurons also lies in their strong glucose-sensing capability. It has been previously reported that as a whole, ~50% of VMH neurons are capable of altering their firing activities in response to glucose fluctuations^28^. In line with these earlier findings, we found that 47–50% of dmVMH neurons and 46–48% of cVMH neurons are glucose sensing. Strikingly, we found that 100% of ERα^vlVMH^ neurons (in both male and female mice) that we tested are glucose sensing. Thus, ERα^vlVMH^ neurons represent a unique subpopulation with strong glucose-sensing capability.

It is intriguing that GI- and GE-ERα^vlVMH^ neurons displayed exactly opposite neural responses to hypoglycemia. In particular, GI neurons rapidly increase their activities in response to low glucose, despite the fact that glucose is a basic fuel for neuronal viability and functions. In searching for ionic mechanisms that regulate activities of GI-ERα^vlVMH^ neurons, we found that GI-ERα^vlVMH^ neurons, but not GE-ERα^vlVMH^ neurons, express high levels of Ano4 (a chloride channel) and display robust rectifying Ano currents. Interestingly, hypoglycemia can potentiate these currents that likely account for activation of GI-ERα^vlVMH^ neurons. Supporting this notion, both pharmacological blockade of Ano and CRISPR-mediated disruption of Ano4 abolish responses of GI-ERα^vlVMH^ neurons, but have no effect on GE-ERα^vlVMH^ neurons. Together, these results identified Ano4 as a key ion channel that mediates the activation of GI-ERα^vlVMH^ neurons evoked by hypoglycemia. Notably, NTS neurons marked by GLUT2, another GI population, respond to hypoglycemia through leak potassium conductances but not chloride conductances^5^, suggesting that diverse ionic mechanisms exist for GI populations in different brain regions.

On the other hand, the ion channel mediating neural responses in GE neurons appear to be conserved among various GE populations. In particular, the K_ATP_ channel has been reported to mediate glucose-sensing functions of GE neurons in the VMH, in the NTS and in the supraoptic nuclei^11,29–31^. Consistent with this notion, we found that GE-ERα^vlVMH^ neurons express high levels of Abcc8 (encoding the K_ATP_ channel subunit, Sur1) and display elevated K_ATP_ currents in response to hypoglycemia; blockade of K_ATP_ currents abolishes the hypoglycemia-induced inhibition in these neurons. Notably, GI-ERα^vlVMH^ neurons express minimal Abcc8, and hypoglycemia does not enhance K_ATP_ currents in these neurons. We further demonstrated the specific functions of Abcc8 in GE-ERα^vlVMH^ neurons. Thus, CRISPR-mediated disruption of Abcc8 reduces the K_ATP_ current and diminishes glucose-sensing capability of GE-ERα^vlVMH^ neurons, but does not affect GI-ERα^vlVMH^ neurons. Together, our results indicate that distinct ionic conductances mediate the opposite neural responses to glucose fluctuations in GI- vs. GE-ERα^vlVMH^ neurons. While our data indicate that the glucose-sensing activity of ERα^vlVMH^ neurons is important for preventing hypoglycemia, we cannot exclude the possibility that ERα^vlVMH^ neurons or other VMH neurons may relay glucose-sensing signals coming from outside of the VMH (or even outside of the brain) to regulate glucose balance.

Interestingly, subsets of GI- and GE-ERα^vlVMH^ neurons have different projection patterns. The mpARH-projecting ERα^vlVMH^ neurons are largely GI, whereas the DRN-projecting ERα^vlVMH^ neurons are largely GE in nature. This segregation was observed by both ex vivo slice electrophysiology and by in vivo fiber photometry. Then, we used the optogenetic approach to specifically activate the ERα^vlVMH^→mpARH projection or to inhibit the ERα^vlVMH^→DRN projection, which mimic their natural responses to hypoglycemia. Interestingly, these optogenetic manipulations both lead to significant increases in blood glucose. Thus, these results indicate that while the activities of GI-ERα^vlVMH^-originated and GE-ERα^vlVMH^-originated neural circuits are oppositely regulated by hypoglycemia, the functions of these neural circuits are coordinated to provide a synergistic response to restore the glucose balance.

Notably, in addition to the regulating metabolic balance^32–34^, ERα^vlVMH^ neurons have been implicated in multiple social behaviors, including investigation, mating, and aggression^25,26^. While we did not detect these social behaviors in singly housed mice with the ERα^vlVMH^→DRN circuit stimulated, our results cannot fully exclude the possibility that functions of ERα^vlVMH^ neurons on social behaviors may have influenced the overall outcome on the glucose homeostasis.

## Methods

### Mice

Several transgenic mouse lines, including ERα-ZsGreen, ERα-ZsGreen/Rosa26-TOMATO, and Esr1-Cre were maintained on a C57BL6/J background. Esr1-Cre mice were purchased from Jackson Laboratory (#017911) that express Cre recombinase selectively in ERα-expressing neurons, including those in the vlVMH^35^. In addition, some C57Bl6J mice were purchased from the mouse facility of Baylor College of Medicine. Mice were housed in a temperature-controlled environment at 22–24 ˚C using a 12 h light/12 h dark cycle. The mice were fed standard chow (6.5% fat, #2920, Harlan-Teklad, Madison, WI). Water was provided ad libitum. Further information about resources and reagents can be found in Table 1.

**Table 1:** Key resources table.

Reagent or resource	Source	Identifier
Antibodies		
Goat anti-WGA antibody	VectorLabs	AS-2024
Biotinylated donkey anti-goat secondary antibody	Jackson ImmunoResearch	705-065-003
Chemicals, peptides, and recombinant proteins		
Angiotensin II	Sigma	A9525
CaCCinh-A01	Tocris	4877
Tolbutamide	Sigma	T0891
TTX	Tocris	1078
4-AP	Tocris	0940
Insulin	Lily	HI-210
Glucose	Sigma	G8270
2-DG	Sigma	D6134
D-AP5	Tocris	0106
Bicuculline	Tocris	0131
Experimental models: organisms/strains		
Mouse: Esr1-Cre	Jackson Laboratory	017911
Mouse: ERα-ZsGreen	Saito, et al.^17^	N/A
Mouse: Rosa26-tdTOMATO	Jackson Laboratory	007909
Recombinant DNA		
CAV2-Cre	Montpellier vector platform	N/A
AAV8-FLEX-scCas9	Vector Biolabs	7122
Ad-iN/WED	Leinninger, et al.^22^	N/A
AAV8-EF1α-DIO hChR2(H134R)-EYFP	UNC Gene Therapy Center	AV4378G
AAV8-EF1α-DIO-eNpHR3.0-EYFP	UNC Gene Therapy Center	AV4846C
AAV8-Abcc8/sgRNAs-FLEX-tdTOMATO	This paper	N/A
AAV8-Ano4/sgRNAs-FLEX-tdTOMATO	This paper	N/A
HSV-hEF1α-LS1L-GCaMP6f	MGH GDT Core	RN506 (HT)

### Electrophysiology

ERα-ZsGreen or ERα-ZsGreen/Rosa26-TOMATO mice were used for electrophysiological recordings. Mice were deeply anesthetized with isoflurane and transcardially perfused with a modified ice-cold sucrose-based cutting solution (pH 7.3) containing 10 mM NaCl, 25 mM NaHCO_3_, 195 mM sucrose, 5 mM glucose, 2.5 mM KCl, 1.25 mM NaH2PO_4_, 2 mM Na-pyruvate, 0.5 mM CaCl_2_, and 7 mM MgCl_2_, bubbled continuously with 95% O_2_ and 5% CO_2_ (ref. ^36^). The mice were then decapitated, and the entire brain was removed and immediately submerged in the cutting solution. Slices (250 µm) were cut with a Microm HM 650 V vibratome (Thermo Scientific). Three brain slices containing the VMH were obtained for each animal (bregma −2.06 mm to −1.46 mm; interaural 1.74–2.34 mm). The slices were recovered for 1 h at 34 °C and then maintained at room temperature in artificial cerebrospinal fluid (aCSF, pH 7.3) containing 126 mM NaCl, 2.5 mM KCl, 2.4 mM CaCl_2_, 1.2 mM NaH2PO_4_, 1.2 mM MgCl_2_, 5.0 mM glucose, and 21.4 mM NaHCO_3_) saturated with 95% O_2_ and 5% CO_2_ before recording.

Slices were transferred to a recording chamber and allowed to equilibrate for at least 10 min before recording. The slices were superfused at 34 °C in oxygenated aCSF at a flow rate of 1.8–2 ml/min. ZsGreen and/or TOMATO-labeled neurons in the VMH were visualized using epifluorescence and IR-DIC imaging on an upright microscope (Eclipse FN-1, Nikon) equipped with a movable stage (MP-285, Sutter Instrument). Patch pipettes with resistances of 3–5 MΩ were filled with intracellular solution (pH 7.3) containing 128 mM K-gluconate, 10 mM KCl, 10 mM HEPES, 0.1 mM EGTA, 2 mM MgCl_2_, 0.05 mM Na-GTP, and 0.05 mM Mg-ATP. Recordings were made using a MultiClamp 700B amplifier (Axon Instrument), sampled using Digidata 1440 A and analyzed offline with pClamp 10.3 software (Axon Instruments). Series resistance was monitored during the recording, and the values were generally <10 MΩ and were not compensated. The liquid junction potential was +12.5 mV, and was corrected after the experiment. Data were excluded if the series resistance increased dramatically during the experiment or without overshoot for action potential. Currents were amplified, filtered at 1 kHz, and digitized at 20 kHz. Current clamp was engaged to test neural firing frequency and resting membrane potential at the baseline 5 mM glucose aCSF and 1 mM glucose aCSF. The values for resting membrane potential and firing frequency averaged within 2-min bin at the 5 mM glucose or 1 mM glucose aCSF condition. A neuron was considered depolarized or hyperpolarized if a change in membrane potential was at least 2 mV in amplitude.

To measure Ano currents, the pipette solution contained (in mM): CsCl 130, NaH_2_PO_4_ 1.2, Na_2_HPO_4_ 4.8, EGTA, MgCl_2_ 1.0, D-glucose 5.0, and ATP 3.0 (pH adjusted to 7.2). Total Ano current was recorded under voltage-clamp by holding the membrane potential at −60 mV in 5 mM glucose or 1 mM glucose aCSF. At intervals, neurons were voltage clamped from −50 mV to +50 mV in steps of 10 mV for 1 s (ref. ^37^). Then the neurons were treated with 100 μM CaCCinh-A01 (an Ano blocker) for 3 min (ref. ^38^). The Ano current was calculated by subtracting the left current in the presence of Ano blocker from total current without the blocker.

For the K_ATP_ current, slices were perfused with an external solution that contained 140 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM glucose, and 10 mM HEPES (pH 7.4). The pipette (intracellular) solution contained 130 mM potassium gluconate, 20 mM HEPES, 10 mM EGTA, 1 mM MgCl_2_, 2.5 mM CaCl_2_, 1.0 mM Mg-ATP, and 0.3 mM Tris-GTP (pH 7.2)^39^. The neural membrane potential was hold at −60mV in voltage-clamp model when K_ATP_ current was recorded and when glucose was changed from 5 mM to 1 mM. K_ATP_ current was calculated by subtracting currents recorded in the absence and the presence of a K_ATP_ blocker, tolbutamide (200 µM)^18^.

### Patch-seq and data analysis

In order to examine gene expression profiling of GI-ERα^vlVMH^ or GE-ERα^vlVMH^ neurons, we first performed electrophysiological recordings to identify GI-ERα^vlVMH^ or GE-ERα^vlVMH^ neurons. Four GI-ERα^vlVMH^ neurons and four GE-ERα^vlVMH^ neurons (from two different mice) were manually collected and suspended in PBS buffer. Cell lysis, first-strand cDNA synthesis and cDNA amplification were performed according to the manufacturer’s instructions of SMART-Seq v4 Ultra Low Input RNA Kit (Clontech). Amplified cDNA was purified by Agencourt AMPure XP Kit (Beckman Coulter). The Nextera Library Prep Kit (Illumina) was used to prepare libraries for sequencing (100 bp paired-end, RNA-seq) on a HiSeq 2500 platform (Illumina).

RNA-seq raw data files were trimmed using TrimGalore (version 0.4.1) and aligned against the mouse reference genome assembly (GRCm38.p6) using the STAR aligner (version 2.5.3a)^40^. One sample (“GIneuron3”) was removed from the following analysis due to low sequence read counts (Supplementary Table 1). 

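The deposited table of GI neuron 3 lists 6391 genes, against 12750 to 14341 in the other 7 neurons. Its depth relative to GE neuron 1, read from the authors' intervals, is 0.00857, against 0.337 to 0.527 for the other 6 neurons. Sst was at 49675 FPKM in it. Its Spearman correlation with the other GI neurons was 0.601 at the lowest.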

Next, gene expression was assessed using featureCounts (version 1.6.0)^41^. To improve the identification of differentially regulated genes, unwanted variation between samples was removed using RUVseq^42^. Then, DESeq2 was used to determine differential gene expression^43^. Significance of differential expression was assessed by requiring both *P* < 0.05 and |log_2_(fold change)| > 2. We found a total of 372 differentially expressed genes (Supplementary Data 1, Supplementary Fig. 2a). Gene set enrichment analysis was performed using the online tool WebGestalt (version 2019)^44^. Only the gene sets whose size was in a range of 5–2000 were considered and enrichment *P*-values were corrected for multiple testing by Benjamini–Hochberg procedure, as implemented in the tool.

### Real-time RT-qPCR analyses

To confirm the expression of Abcc8 and Ano4 in GE-ERα^vlVMH^ and GI-ERα^vlVMH^ neurons, respectively, we manually picked up identified GE or GI ZsGreen-labeled vlVMH neurons from female ERα-ZsGreen mice (at diestrus). To this end, the mouse brain was removed and immediately submerged in ice-cold sucrose-based cutting solution (adjusted to pH 7.3) containing (in mM) 10 NaCl, 25 NaHCO_3_, 195 sucrose, 5 glucose, 2.5 KCl, 1.25 NaH_2_PO_4_, 2 Na-pyruvate, 0.5 CaCl_2_, and 7 MgCl_2_ bubbled continuously with 95% O_2_ and 5% CO_2_. The slices (250 μm) were cut with a Microm HM 650 V vibratome (Thermo Scientific) and recovered for 1 h at 34 °C, and then maintained at room temperature in artificial cerebrospinal fluid (aCSF, pH 7.3) containing 126 mM NaCl, 2.5 mM KCl, 2.4 mM CaCl_2_, 1.2 mM NaH_2_PO_4_, 1.2 mM MgCl_2_, 11.1 mM glucose, and 21.4 mM NaHCO_3_ saturated with 95% O_2_ and 5% CO_2_ before recording. Slices were transferred to a chamber, and ZsGreen-labeled neurons were visualized using epifluorescence and IR-DIC imaging on an upright microscope equipped with a moveable stage (MP-285, Sutter Instrument). These neurons were first subjected to electrophysiological recordings to determine whether they were GE neurons or GI neurons, as described above. Single neurons were then manually picked up by the pipette and subjected to RNA extraction and reverse transcription using the Ambion Single-Cell-to-CT Kit (Ambion, Life Technologies) according to the manufacturer’s instruction. Briefly, 10 μl Single Cell Lysis solutions with DNase I was added to each sample, and the supernatant after centrifuge were used for cDNA synthesis (25 °C for 10 min, 42 °C for 60 min, and 85 °C for 5 min). The cDNA samples were amplified on a CFX384 Real-Time System (Bio-Rad) using SsoADV SYBR Green Supermix (Bio-Rad), and data were collected using Bio-Rad CFX Manager (3.1). Results were normalized against the expression of house-keeping gene (cyclophilin). Primer sequences were listed in Supplementary Table 3.

### CRISRP-Cas9 deletion of Ano4 and Abcc8

AAV vectors carrying sgRNAs targeting mouse Ano4 or Abcc8 were designed and constructed by Biocytogen (Wakefield, MA). For Ano4, exon 4 and exon 11 were chosen to be targeted by CRISPR-Cas9. A total of 19 sgRNAs were designed with seven targeting exon 4 and 12 targeting exon 11. These sgRNAs were selected using the CRISPR tool (https://www.sanger.ac.uk/htgt/wge/) with minimal potential off-target effects. All 19 sgRNAs were screened for on-target activity using a Universal CRISPR Activity Assay (UCA^TM^, Biocytogen)^45^. Briefly, the plasmid carrying Cas9 and sgRNA, and another plasmid carrying the target sequence cloned inside a luciferase gene were co-transfected into HEK293. Stop codon and CRISPR/Cas9 targeting sites were located within the luciferase gene. Stop codon induced the translational termination of the luciferase gene, while sgRNA targeting site cutting induced DNA annealing based on single-strand annealing and the complementary sequence recombination thereby occurred to rescue a complete coding sequence of the luciferase. The luciferase signal was then detected to reflect the DNA editing efficiency of the sgRNA. We used the pCS(puro)-positive plasmid, which expressed a proven positive-sgRNA, as the positive control (Supplementary Fig. 2b). The sgRNA#2 (GCACTTCGGAGGACACCAGC **AGG)** and sgRNA#9-A (GTACTTGTACCACACGCCCC **AGG**) were selected to target exon 4 and exon 11 of the Ano4 gene, respectively, due to their relatively high on-target activity and low off-target potentials. Similarly for Abcc8, exon 2 and exon 5 were chosen to be targeted by CRISPR-Cas9. A total of 14 sgRNAs were designed with seven targeting exon 2 and 7 targeting exon 5. These sgRNAs were selected using the CRISPR tool (https://www.sanger.ac.uk/htgt/wge/) with minimal potential off-target effects. All 14 sgRNAs were screened for on-target activity using the UCA^TM^ Assay (Supplementary Fig. 2d). The sgRNA#5 (TGAAGGTAAGGATCCAGCGC **AGG)** and sgRNA#11 (GCAGCTTCCCGATGGCCCGC **AGG**) were used for next step. We constructed an AAV-U6-sgRNA-tdTomato vector containing two sgRNAs targeting Ano4 (AAV-Ano4/sgRNAs-FLEX-tdTOMATO) or two sgRNAs targeting Abcc8 gene (AAV-Abcc8/sgRNAs-FLEX-tdTOMATO), respectively (Supplementary Fig. 2c, e). Briefly, U6 promoter-sgRNAs, CAG promoter-flex-tdTomato-bGH polyA cassettes were cloned into the Addgene plasmid #61591 vector (http://www.addgene.org/61591/) and further verified by full sequencing. The two viruses were packaged by the Baylor IDDRC Neuroconnectivity Core.

To validate AAV-Ano4/sgRNAs-FLEX-tdTOMATO in mice, female Esr1-Cre mice (12 weeks of age) received stereotaxic injections of AAV-FLEX-scCas9 (80 nl, 5.3 × 10^12^ GC per ml) and AAV-Ano4/sgRNAs-FLEX-tdTOMATO (160 nl, 1.4 × 10^12^ GC per ml) into one side of the vlVMH (knockout side), and received AAV-Ano4/sgRNAs-FLEX-tdTOMATO (160 nl) and the AAV-GFP (80 nl, 5.6 × 10^12^ GC per ml, no Cas9) in the other side of the vlVMH virus (control side). After a 4-week recovery, these mice were subjected to electrophysiology recordings for glucose-sensing properties and Ano currents, as described above. Since we did not find any GI neurons from the knockout side, we measured Ano currents in non-GE neurons from the knockout side (which were likely original GI neurons) and compared these currents to Ano currents in identified GI neurons from the control side.

Similarly, to validate AAV-Abcc8/sgRNAs-FLEX-tdTOMATO in mice, female Esr1-Cre mice received stereotaxic injections of AAV-FLEX-scCas9 (80 nl) and AAV-Abcc8/sgRNAs-FLEX-tdTOMATO (160 nl, 1.3 × 10^12^ GC per ml) into one side of the vlVMH (knockout side), and received AAV-Abcc8/sgRNAs-FLEX-tdTOMATO (160 nl) and the AAV-GFP (80 nl, no Cas9) in the other side of the vlVMH virus (control side). After a 4-week recovery, these mice were subjected to electrophysiology recordings for glucose-sensing properties and K_ATP_ currents, as described above. Since we did not find any GE neurons from the knockout side, we measured K_ATP_ currents in non-GI neurons from the knockout side (which were likely original GE neurons) and compared these currents to K_ATP_ currents in identified GE neurons from the control side.

### Icv 2-DG assay

To determine the functions of Ano4 and Abcc8 in ERα^vlVMH^ neurons in vivo, female wild type and Esr1-Cre littermates (12 weeks of age) received stereotaxic injections of AAV-FLEX-scCas9 and AAV-Ano4/sgRNAs-FLEX-tdTOMATO into both sides of the vlVMH (1.60 mm posterior, 0.70 mm lateral, and 5.90 mm ventral to the bregma, based on Franklin and Paxinos Mouse Brain Atlas). During the same surgeries, an indwelling icv guide cannula (#62003, Plastics One) was stereotaxically inserted to target the lateral ventricle (0.34 mm posterior, 1.00 mm lateral, and 2.30 mm ventral to the bregma). One week after surgery, the cannulation accuracy was validated by central administration of 10 ng angiotensin II (A9525, Sigma), which induced the increase of drinking and grooming behavior. Mice were subjected to weekly handling to adapt to stress associated with icv injections. Four weeks after the surgeries, mice were fasted for 3 h from 9 a.m. in the morning. At 12 p.m., mice received icv injections of saline or 2-DG (1 mg in 2 μl saline). Blood glucose was then measured at 0, 30, 60, and 120 min after injections.

### WGA anterograde tracing

In order to map the downstream neurons of ERα^vlVMH^ neurons, 12-week-old Esr1-Cre female mice were anesthetized by isoflurane and received stereotaxic injections of Ad-FLEX-WGA-EGFP^22^ into the vlVMH (200 nl, 6.1 × 10^12^ VP per ml; 1.60 mm posterior, 0.70 mm lateral, and 5.90 mm ventral to the bregma, based on Franklin and Paxinos Mouse Brain Atlas). Because Ad-iN/WED is Cre-dependent virus, WGA-GFP was exclusively expressed in ERα^vlVMH^ neurons and anterogradely traveled along the fibers, passed the synapse, and filled the downstream neurons that were innervated by ERα^vlVMH^ terminals. Four weeks after injections, mice were perfused with 10% formalin, and brain sections were cut at 25 μm (5 series). The sections were incubated at room temperature in primary goat anti-WGA antibody (1:1000, #AS-2024, VectorLabs) overnight, followed by biotinylated donkey anti-goat secondary antibody (1:1000; #705-065-003, Jackson ImmunoResearch) for 2 h. Sections were then incubated in the avidin–biotin complex (1:500, ABC; Vector Elite Kit), and incubated in 0.04% 3, 3′-diaminobenzidine and 0.01% hydrogen peroxide. After dehydration through graded ethanol, the slides were then immersed in xylene and coverslipped. Images were analyzed using a brightfield Leica microscope equipped with the Leica MM AF Acquisition and Analysis (#11640901).

### ChR2-assisted circuit mapping

We performed the WGA-ChR2-assisted circuit mapping^46–48^ in order to demonstrate the connectivity of ERα^vlVMH^ neurons and their downstream target neurons in various brain regions. Briefly, 12-week-old Esr1-Cre female mice were anesthetized by isoflurane and received stereotaxic injections of Ad-iN/WED (200 nl, 6.1 × 10^12^ VP per ml) and AAV-EF1α-DIO hChR2(H134R)-EYFP (200 nl, 6.2 × 10^12^ VP per ml) into the vlVMH. After a 4-week recovery, mice were sacrificed and brain slices (containing both the vlVMH and one of its target regions, e.g., LH, mpARH, DRN, or MPB) were prepared from these mice to perform electrophysiological recordings in WGA-GFP-labeled neurons in the target region. Neurons were patched using electrodes with tip resistances at 3.0–5.0 MΩ. Recording pipettes were routinely filled with a solution containing the following (in mM): 125 K-gluconate, 15 KCl, 10 HEPES, 8 NaCl, 4 Mg-ATP, 0.3 Na-GTP, 10 Na_2_-phosphocreatine, 2 EGTA, pH 7.30. The holding potential for voltage-clamp recordings was −60 mV, and responses were digitized at 10 kHz. All experiments were performed in the presence of GABA_A_ receptor antagonist bicuculline (50 μM). EPSCs were evoked by a 473 nm laser (C.N.I) to stimulate ChR2-expressing fibers every 20 s. D-AP5 (30 μM; an NMDA receptor antagonist) and CNQX (30 μM; an AMPA receptor antagonist) were added to confirm whether the light-evoked currents were glutamatergic synaptic currents. TTX (1 μm) and 4-AP (400 μM) were added to the aCSF in order to determine whether the response was monosynaptic.

### CAV2-Cre retrograde tracing and electrophysiology

In order to identify glucose-sensing neurons that send projections from the vlVMH to downstream brain regions, 12-week-old ERα-ZsGreen/Rosa26-TOMATO female mice were anesthetized by isoflurane and received unilateral stereotaxic injections of CAV2-Cre (200 nl, 3.7 × 10^12^ VP per ml) into one of the following sites: LH (1.06 mm posterior, 1.20 mm lateral, and 5.00 mm ventral to the bregma), mpARH (2.70 mm posterior, 0.25 mm lateral, and 5.60 mm ventral to the bregma), MPB (5.20 mm posterior, 1.25 mm lateral, and 3.80 mm ventral to the bregma), or DRN (4.65 mm posterior, 0 mm lateral, and 3.60 mm ventral to the bregma). CAV2 virus retrogradely traveled from the initial site to the brain region that project to the LH, mpARH, MPB, or DRN, and Cre recombinase induced TOMATO expression in these infected cells. Two weeks later, unfixed brain slices containing the VMH (150 µm in thickness) were prepared from these mice, and were subjected to fluorescent microscopy to visualize and quantify ZsGreen(+), TOMATO(+) and ZsGreen(+)/TOMATO(+) neurons in the vlVMH. About 500–600 neurons were counted from each mouse and two mice were included for each injection site (LH, mpARH, DRN, or MPB).

In parallel, some of CAV2-Cre-injected mice were used for electrophysiology. Briefly, whole-cell patch-clamp recordings were performed on identified dual fluorescent neurons (ZsGreen and TOMATO) in the brain slices containing the VMH. Current clamp was engaged to test neural firing frequency and resting membrane potential at the 5 mM glucose aCSF and 1 mM glucose aCSF, as described above, in order to identify them as GE or GI neurons. The composition of GE and GI neurons for each projecting site was calculated.

### Fiber photometry

For the fiber photometry experiments, Esr1-Cre female mice (12 weeks of age) were anesthetized by isoflurane and received stereotaxic injections of HSV-hEF1α-LS1L-GCaMP6f (200 nl per site, 3 × 10^9^ VP per ml) into the DRN or into the mpARH. During the same surgery, an optical fiber (fiber: core = 400 μm; 0.48 NA; M3 thread titanium receptacle; Doric Lenses) was implanted over the vlVMH (1.60 mm posterior, 0.70 mm lateral, and 5.70 mm ventral to the bregma, based on Franklin and Paxinos Mouse Brain Atlas). Fibers were fixed to the skull using dental acrylic and mice were allowed 3 weeks for recovery before acclimatization investigator handling for 1 week before experiments.

The fiber photometry recordings started 4–6 weeks after surgeries to allow for adequate recovery and GCaMP6f expression to stabilize. All recordings were done in the home cage of the singly housed experimental animal. Mice were allowed to adapt to the tethered patchcord for 2 days prior to experiments and given 5 min to acclimate to the tethered patchcord prior to any recording. Continuous <20 μW blue LED at 465 nm and UV LED at 405 nm served as excitation light sources, driven by a multichannel hub (Doric Lenses), modulated at 211 Hz and 330 Hz, respectively. The light was delivered to a filtered minicube (FMC5, Doric Lenses) before connecting through optic fibers to a rotary joint (FRJ 1 × 1, Doric Lenses) to allow for movement. GCaMP6f calcium GFP signals and UV autofluorescent signals were collected through the same fibers back to the dichroic ports of the minicube into a femtowatt silicon photoreceiver (2151, Newport). The digital signals were then amplified, demodulated, and collected through a lock-in amplifier (RZ5P, Tucker-Davis Technologies)^49^. The fiber photometry data was collected using Synapse 2.0 (Tucker-Davis Technologies) and down sampled to 8 Hz. We derived the values of fluorescence change (Δ*F*/*F*0) by calculating (*F*_465_ − *F*_405_)/*F*_465_ (ref. ^50^).

### Optogenetic in vivo studies

Esr1-Cre female mice (12 weeks of age) were anesthetized with isoflurane and received stereotaxic injections of Cre-dependent AAV expressing ChR2-YFP (AAV-EF1α-DIO hChR2(H134R)-YFP, 6.2 × 10^12^ VP per ml) or eNpHR3.0-EYFP (AAV-EF1α-DIO-eNpHR3.0-EYFP, 3 × 10^12^ VP per ml) into the vlVMH (200 nl; 1.60 mm posterior, 0.70 mm lateral, and 5.90 mm ventral to the bregma). Simultaneously, an optic fiber (0.2 mm in diameter with a numerical aperture of 0.22) was implanted to target mpARH (2.70 mm posterior, 0.25 mm lateral, and 5.45 mm ventral to the bregma) for ChR2-YFP-injected mice or the DRN (4.65 mm posterior, 0.00 mm lateral, and 3.25 mm ventral to the bregma) for eNpHR3.0-EYFP-injected mice. Importantly, the mpARH is very caudal (posterior) to the typical ARH where most of POMC and AgRP neurons are located. As shown in Fig. 4b, in the mpARH-containing coronal section that have WGA-labeled neurons, the third ventricle already becomes a small hole, namely mammillary recess of the third ventricle. According the mouse brain atlas, the mpARH is ~1.2 mm posterior to the vlVMH.

After a 7-day recovery, mice were fasted for 3 h from 9 a.m. in the morning to ensure empty stomach. At 12 p.m., blue or yellow light stimulation (473 nm or 589 nm, 5 ms per pulse, 40 pulses per 1 s for 1 h) was used to activate ERα^vlVMH^→mpARH or inhibit ERα^vlVMH^→DRN neural circuits as described by others^15^. Briefly, light intensity was applied at 21 mW per mm2 for photostimulation or 10 mW per mm^2^ for photoinhibition to reach appropriate light power exiting the fiber tip in the brain corresponding to 8 mW and 4 mW for activation and inhibition, respectively (web.stanford.eduper group/dlab/cgi-bin/graph/chart.php). Blood glucose was measured at three time points: prior to the start of photostimulation/inhibition, at the end of 1-h photostimulation/inhibition, and 1 h afterward.

To validate accurate and sufficient infection of ChR2-YFP or eNpHR3.0-EYFP in ERα^vlVMH^ neurons, all mice were perfused with 10% formalin. Brain sections were cut at 25 μm (5 series) and subjected to histological validation. Only those mice with YFP in the vlVMH, and the fiber tract in the mpARH or DRN were included in analyses.

### Statistical analyses

For electrophysiology recordings, the investigator was not blinded for animals’ genotypes, but he was blinded with the treatments (e.g., virus injections) the animals were subjected to. For the measurement of glucose, investigators were blinded for animal’s genotypes or the surgeries the animals were subjected to. For Patch-seq study, the investigator was blinded with the nature of neurons (GE or GI).

The data are presented as mean ± SEM (standard error of the mean). Statistical analyses were performed using GraphPad Prism 7.0 to evaluate normal distribution and variations within and among groups. Methods of statistical analyses were chosen based on the design of each experiment and are indicated in figure legends or main text. *P* < 0.05 was considered to be statistically significant.

### Study approval

Care of all animals and procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Items

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Reporting summary

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The Patch-seq data were deposited in NCBI with a GEO ID of GSE146543.

## Source data

Source Data

# Supplementary material for: Estrogen receptor-α expressing neurons in the ventrolateral VMH regulate glucose balance
**Source:** Nat Commun. 2020 May 1;11:2165. doi: 10.1038/s41467-020-15982-7
**Supplement:** Supplementary file 1 — Supplementary Information

1 **Estrogen receptor- α expressing neurons in the ventrolateral VMH regulate glucose balance**
2 He et al.
3

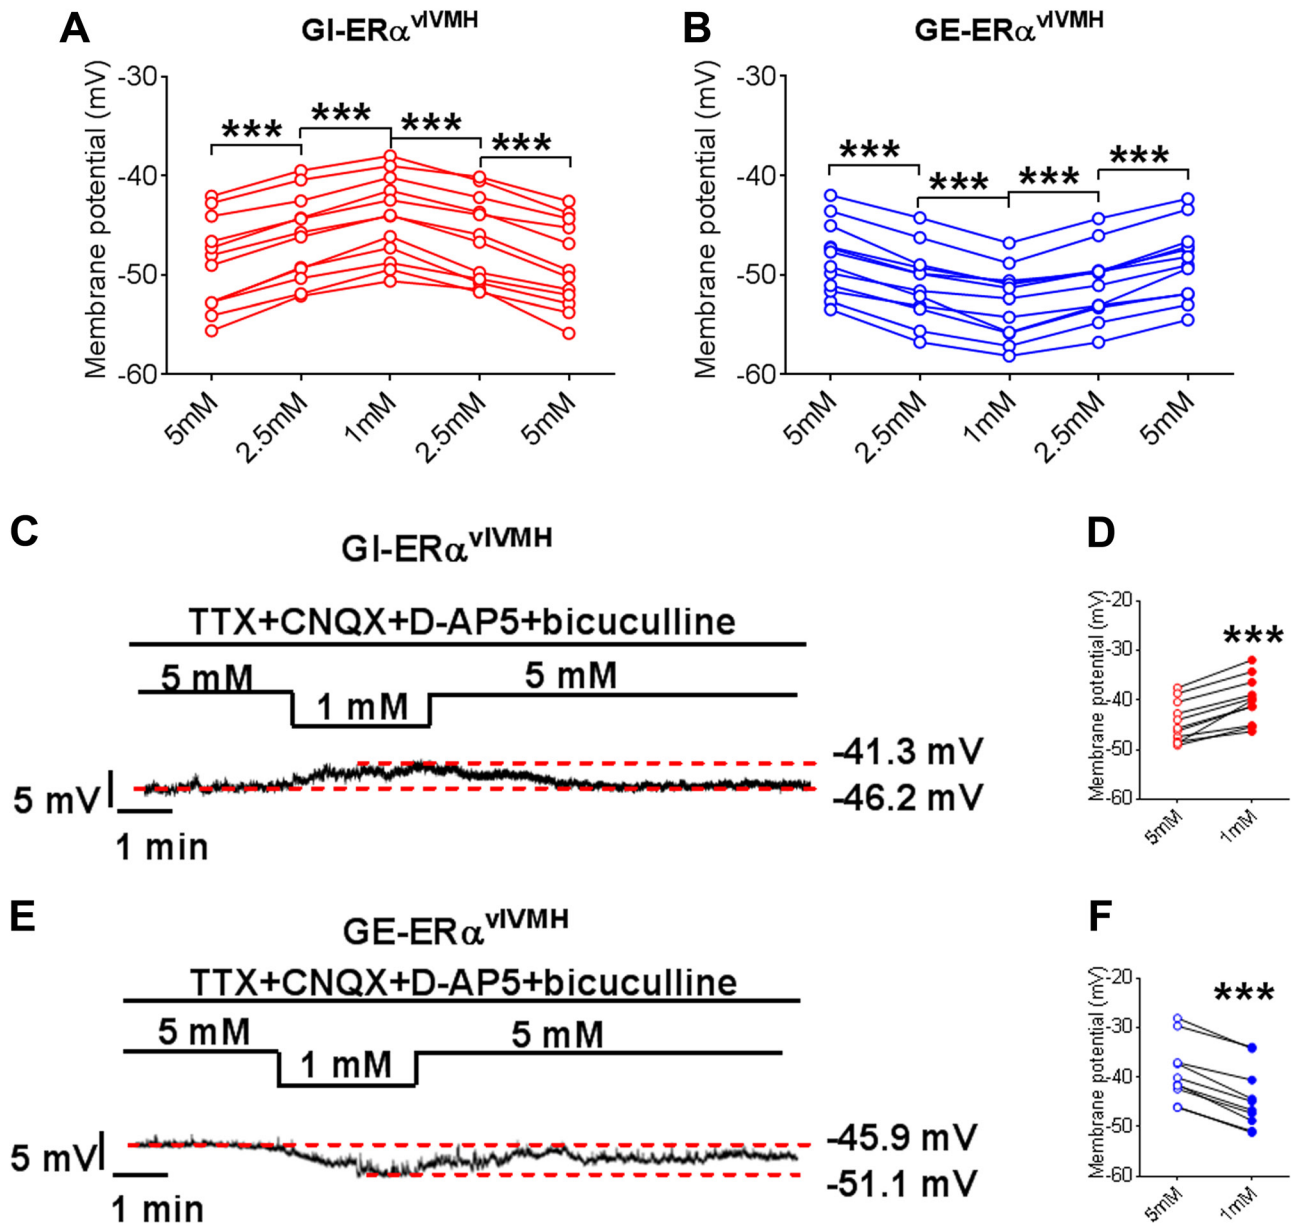

Supplementary Figure 1. Glucose-sensing of ER α^{vVMH} neurons is independent of synaptic inputs (related to Figure 1). (A-B) Membrane potential of female GI-ER α^{vVMH} neurons (A) and GE-ER α^{vVMH} neurons (B) in response to 5→2.5→1→2.5→5 mM glucose fluctuations. N= 12 neurons from 3 mice/group. *** P<0.0001 in one way ANOVA followed by post hoc Sidak tests. (C and E) Representative electrophysiological responses to glucose fluctuations (5→1→5 mM) in the presence of 1 μ M TTX, 30 μ M CNQX, 30 μ M D-AP5 and 50 μ M bicuculline in a female GI-ER α^{vVMH} neuron (C) or a female GE-ER α^{vVMH} neuron (E). (D and F) Membrane potential of female GI-ER α^{vVMH} neurons (D) and GE-ER α^{vVMH} neurons (F) at 5 mM or 1 mM glucose condition in the presence of 1 μ M TTX, 30 μ M CNQX, 30 μ M D-AP5 and 50 μ M bicuculline. N= 10 or 11 neurons from 3 mice/group. *** P<0.0001 in two-sided paired t-tests. Source data are provided as a Source Data Supplementary Figure 1.

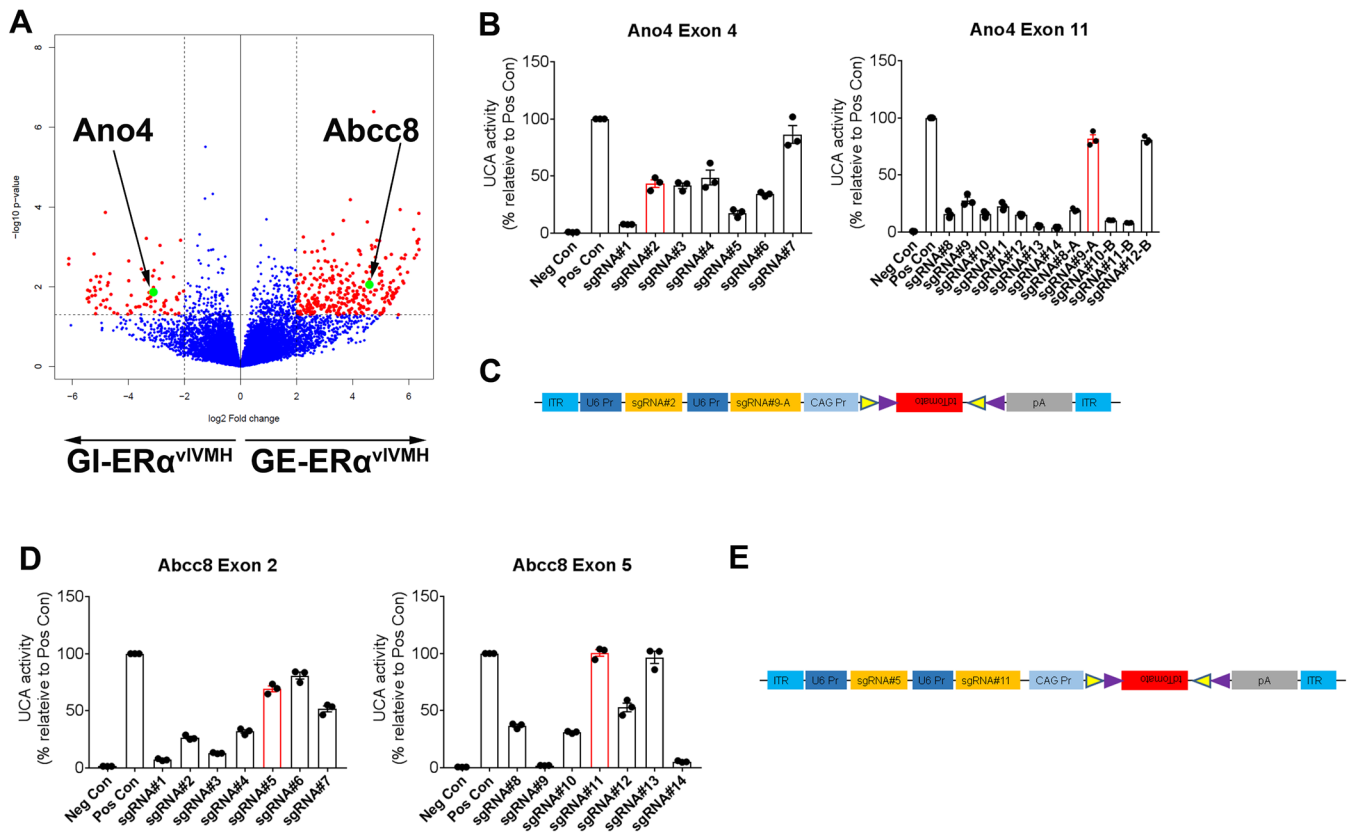

Supplementary Figure 2. Ano4 and Abcc8. (related to Figures 2-3). (A) Volcano plot showing differential gene expression by $-\log_{10}(p \text{ value})$ and $\log_2(\text{fold change})$. Ano4 and Abcc8 are highlighted as GI- or GE-enriched gene, respectively. (B) Universal CRISPR Activity Assay (UCA) detecting DNA editing efficiency of 19 sgRNAs targeting exon 4 or 11 of Ano4 gene, respectively. Red-highlighted sgRNAs were selected to be included in the AAV construct. Note that sgRNA#2, with modest DNA editing efficiency, was selected due to its low off-target potential compared to other sgRNAs. N=3 independent experiments. (C) Schematic construction of the AAV vector carrying sgRNA#2, sgRNA#9-A and Cre-dependent tdTOMATO reporter. (D) Universal CRISPR Activity Assay (UCA) detecting DNA editing efficiency of 14 sgRNAs targeting exon 2 or 5 of Abcc8 gene, respectively. Red-highlighted sgRNAs were selected to be included in the AAV construct. N=3 independent experiments. (E) Schematic construction of the AAV vectors carrying sgRNA#5, sgRNA#11 and Cre-dependent tdTOMATO reporter. Results in (B and D) are shown as mean $\pm$ SEM. Source data are provided as a Source Data Supplementary Figure 2.

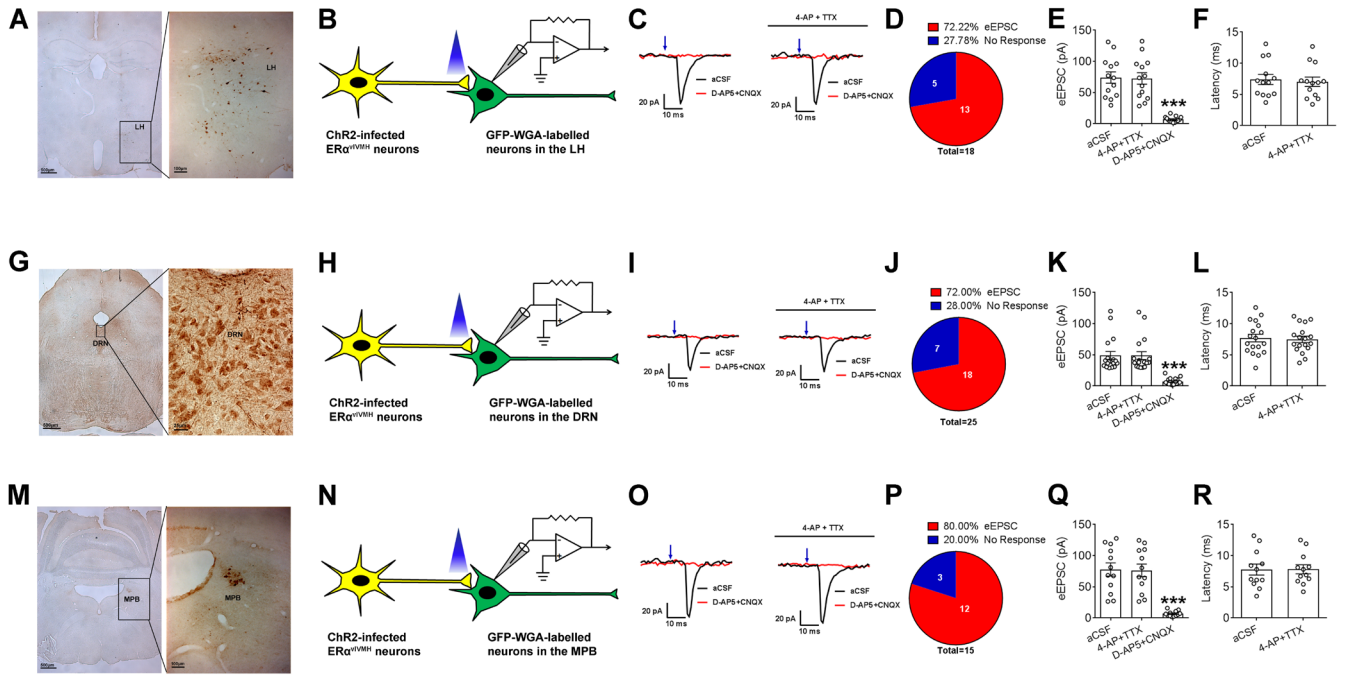

Supplementary Figure 3. Functional connectivity between ER α^{vVMH} neurons and their targets (related to Figure 4). (A, G and M) Immunoreactivity of WGA in the LH (A), DRN (G) and MPB (M). The right panels show higher magnification images of the black box in the left panels. Scale bars are indicated in each panel. The similar results were replicated 3 times. (B, H, and N) Schematic experimental strategy for recordings in WGA-labelled neurons in response to photostimulation of ChR2-labelled ER α^{vVMH} -originated fibers within the LH (B), DRN (H) and MPB (M) in female mice. (C) Representative traces for light-evoked EPSCs, which were blocked by 30 μ M D-AP5 and 50 μ M CNQX, but not affected by 400 μ M 4-AP and 1 μ M TTX. (D) The percentage of WGA (+) neurons in the LH that showed light-evoked EPSCs or no response. (E) Amplitude of evoked EPSCs. (F) Latency of evoked EPSCs. N=13 neurons from 2 mice per group. *** P<0.0001 vs. other groups in one-way ANOVA followed by post hoc Sidak tests. (I) Representative traces for light-evoked EPSCs, which were blocked by 30 μ M D-AP5 and 50 μ M CNQX, but not affected by 400 μ M 4-AP and 1 μ M TTX. (J) The percentage of WGA (+) neurons in the DRN that showed light-evoked EPSCs or no response. (K) Amplitude of evoked EPSCs. (L) Latency of evoked EPSCs. N=18 neurons from 3 mice per group. *** P<0.0001 vs. other groups in one-way ANOVA followed by post hoc Sidak tests. (O) Representative traces for light-evoked EPSCs, which were blocked by 30 μ M D-AP5 and 50 μ M CNQX, but not affected by 400 μ M 4-AP and 1 μ M TTX. (P) The percentage of WGA (+) neurons in the MPB that showed light-evoked EPSCs or no response. (Q) Amplitude of evoked EPSCs. (R) Latency of evoked EPSCs. N=12 neurons from 2 mice per group. *** P<0.0001 vs. other groups in one-way ANOVA followed by post hoc Sidak tests. Results in (E, F, K, L, Q, and R) are shown as mean $\pm$ SEM. Source data are provided as a Source Data Supplementary Figure 3.

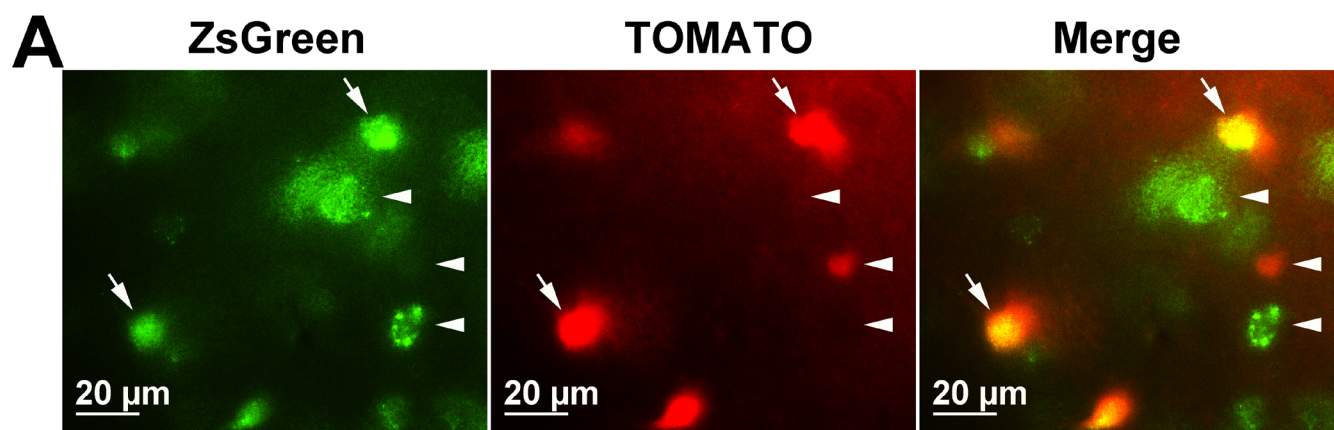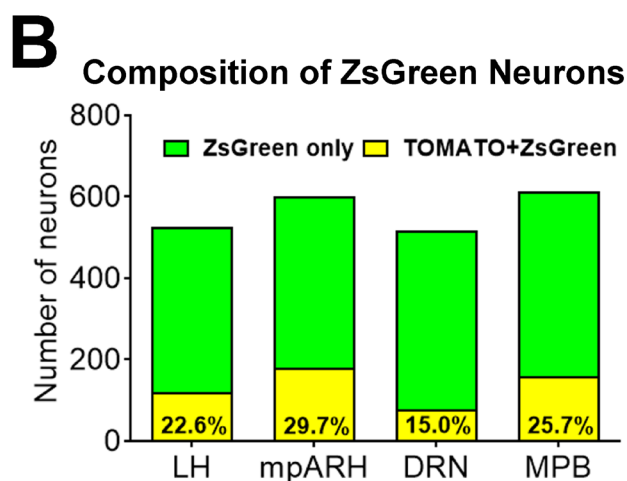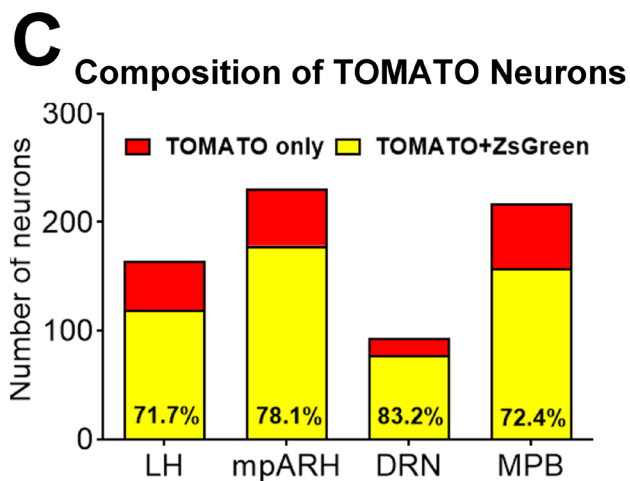

Supplementary Figure 4. Retrograde tracing from $ER\alpha^{vVMH}$ target regions to the vVMH (related to Figure 4). (A) Representative microscopic images showing ZsGreen(+), TOMATO(+) and ZsGreen(+)/TOMATO(+) neurons in the vVMH of a brain slice from a female $ER\alpha$ -ZsGreen/Rosa26-TOMATO mouse receiving CAV2-Cre injected into the MPB. Arrows indicate double positive neurons; arrowheads indicate single positive neurons. (B) Composition of ZsGreen neurons (ZsGreen only or TOMATO/ZsGreen double positive) in female $ER\alpha$ -ZsGreen/Rosa26-TOMATO mice receiving CAV2-Cre injected into the LH, mpARH, DRN or MPB. Percentages of double positive neurons within the ZsGreen population were indicated. (C) Composition of TOMATO neurons (TOMATO only and TOMATO/ZsGreen double positive). Percentages of double positive neurons within the TOMATO population were indicated. Two mice were included for each injection site. Source data are provided as a Source Data Supplementary Figure 4.

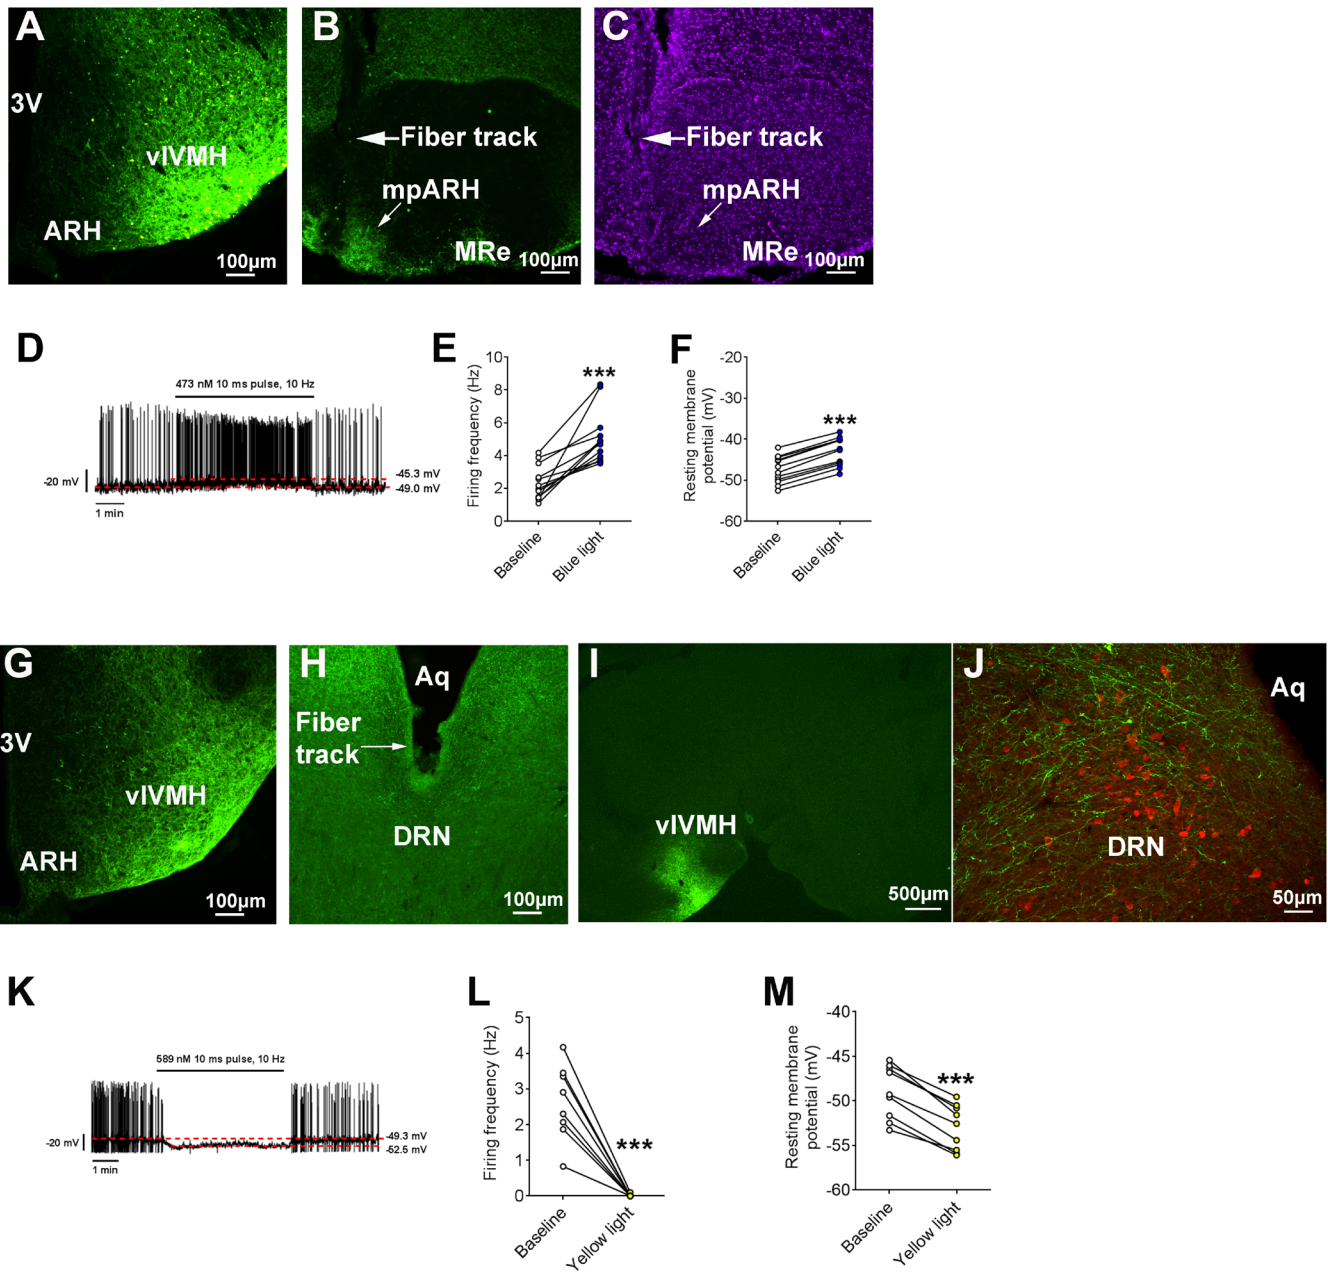

Supplementary Figure 5. Photostimulation/inhibition of $ER\alpha^{vIVMH}$ -originated circuits (related to Figure 5). (A) A representative fluorescent microscopic image showing expression of ChR2-EYFP in the vIVMH in female mice. The similar results were replicated in 5 mice. (B-C) Representative fluorescent microscopic images showing the optical fiber track in the mpARH with ChR2-EYFP-labeled fibers/terminals (B) or with a DAPI counter staining (C). The similar results were replicated in 5 mice. (D) Representative electrophysiological responses to blue light pulses in a female ChR2-EYFP-infected $ER\alpha^{vIVMH}$ neuron. (E and F) Firing frequency (E) and resting membrane potential (F) before and during blue light pulses in ChR2-EYFP-infected female $ER\alpha^{vIVMH}$ neurons. $N=8$ or 9 neurons. *** $P=0.0001$ in (E) and *** $P<0.0001$ in (F) in two-sided paired t-test. (G-H) Representative fluorescent microscopic images showing expression of eNpHR3.0-EYFP in the vIVMH (G) and the optical fiber track in the DRN (H) in coronal brain sections of female mice. Note that the EYFP-labelled fibers/terminals were not appreciable in the DRN in these coronal sections, thus we re-examined these fibers/terminals using sagittal section as described below. The similar results were replicated in 5 mice. (I-J) Representative fluorescent microscopic images showing expression of eNpHR3.0-EYFP in the vIVMH (I) and in the

85 DRN (J) in sagittal brain sections of female mice; 5-HT was counter-stained as a landmark of the DRN
86 (red cells in J). The similar results were replicated in 3 mice. 3rd, 3rd ventricle; Aq, aqueduct; ARH,
87 arcuate nucleus of hypothalamus; DRN, dorsal Raphe nuclei; mpARH, medioposterior arcuate nucleus
88 of the hypothalamus; MRe, mammillary recess of the 3rd ventricle; vlVMH, ventrolateral subdivision of
89 the ventromedial hypothalamic nucleus. (K) Representative electrophysiological responses to yellow
90 light pulses in an eNpHR3.0-EYFP-infected female ER α^{vlVMH} neuron. (L and M) Firing frequency (L)
91 and resting membrane potential (M) before and during yellow light pulses in eNpHR3.0-EYFP-infected
92 female ER α^{vlVMH} neurons. N=8 or 9 neurons. *** P=0.0002 in (L) and *** P<0.0001 in (M) in two-
93 sided paired t-test. Source data are provided as a Source Data Supplementary Figure 5.
94

95

Sample ID	# reads (post quality trim)	Unique reads (%)	Multi-mapping reads (%)	Unmapped reads (%)
GEneuron1	7412722	37.98	5.83	55.73
GEneuron4	4539153	54.31	9.27	35.54
GEneuron6	3037402	62.03	12.01	24.82
GEneuron8	3374059	66.17	9.52	23.24
GIneuron2	3593695	57.48	10.87	30.31
GIneuron3	54994	32.08	4.83	62.65
GIneuron5	4293928	54.62	10.66	33.79
GIneuron7	3308099	59.50	9.34	30.22

96 **Supplementary Table 1 (related to Figures 2-3).** Statistics of Patch-seq data and STAR alignment
97 results. One sample (GIneuron 3) had much smaller number of short reads and was removed in analysis.

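The authors' deposited quality table gives a mapping rate for each neuron that can be set beside the unmapped share of Supplementary Table 1. It is 48.2% for GE neuron 1 and 40.3% for GI neuron 3, and 74.7% to 77.3% for the other neurons. The paper's unmapped shares are 55.73% and 62.65% for the former and 23.24% to 35.54% for the others. Bases in coding and untranslated regions make up 74.6% to 82.9% of aligned bases, and introns 4.75% to 5.84%.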

98
99

100
101

Sample ID	# total fragments	Assigned fragments (%)
GEneuron1	4055924	58.7
GEneuron4	3576101	55.7
GEneuron6	2917922	53.8
GEneuron8	3166915	60.3
GIneuron2	3214464	52.8
GIneuron3	25377	51.3
GIneuron5	3639064	52.8
GIneuron7	1646684	57.5

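Supplementary Table 2 gives the total fragments and the assigned share of the featureCounts step without defining them. The paper's fragment numbers, divided by the uniquely mapped reads that follow from Supplementary Table 1, give 1.42 to 1.56 for the neurons other than GI neuron 7, and 0.837 for GI neuron 7.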

102 **Supplementary Table 2 (related to Figure 2-3).** Statistics of featureCounts analysis of Patch-seq data.
103
104
105
106

Gene/Protein	Primer Names	Sequence
Abcc8	Abcc8 F	GAGATCGCTGAGGGTATCCTG
	Abcc8 R	TTGGGGAAGTTAGAGGTCTCAAT
Ano4	Ano4 F	GGAGATGGTTACCTAAGAAGCCA
	Ano4 R	AGCGGTTTCAGACCGATTTTATTC
Cyclophilin	CYCLO-QF	TGGAGAGCACCAAGACAGACA
	CYCLO-QR	TGCCGGAGTCGACAATGAT

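The Abcc8 primers were looked up in the GENCODE vM21 transcripts of GRCm38. Both match 2 of the 8 annotated transcripts, Abcc8-201, a protein-coding transcript of 39 exons, and Abcc8-208, a transcript of 10 exons with a retained intron. In each, the product of 140 bp runs from exon 2 into exon 3 and spans chromosome 7 from 46175371 to 46178470. The Ano4 forward primer matches 8 of the 12 annotated Ano4 transcripts at a single genomic position, 89068205 on chromosome 10. The Ano4 reverse primer, as printed, has no exact match on either strand in any annotated transcript, and introns were not searched.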

107 **Supplementary Table 3 (related to Figure 2-3).** Sequences of qPCR primers.
108

# Supplementary material for: Estrogen receptor-α expressing neurons in the ventrolateral VMH regulate glucose balance
**Source:** Nat Commun. 2020 May 1;11:2165. doi: 10.1038/s41467-020-15982-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Items

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: (related to Figures 2-3). List of 372 genes [$P < 0.05$ and $|\log_2(\text{fold change})| > 2$] with different abundance in GE-ER α vVMH neurons vs. GI-ER α vVMH neurons from female mice.

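Each row of this table is a gene, with its Ensembl identifier, mean normalized count, log2 fold change of GE over GI neurons, standard error and P value from the authors' test. A positive fold change therefore means a higher level in GE neurons. It has 291 genes with a positive and 81 with a negative value. Of the 372 genes, 12 had no counterpart in the deposited FPKM tables. The P values used for the threshold are not adjusted for the number of genes.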

File Name: Supplementary Data 2

Description: (related to Figures 2-3). 

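Each row of the table is a term with the members of the gene list that belong to it. The table has 23 rows for 22 distinct terms, since "protein autophosphorylation" appears in more than 1 row.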

Gene sets enriched in the 372 genes (FDR < 0.2). WebGestalt (version 2019) was used. Only those gene sets with size 5-2000 were considered. FDR: adjusted P value (two-sided test) by Benjamini-Horchberg procedure for multiple test correction.

File Name: Supplementary Movie 1

Description: (related to Figure 5). Esr1-Cre female mice received stereotaxic injections of the AAV-EF1 α -DIO-hChR2(H134R)-EYFP into the vVMH, and an optic fiber was implanted to target at the DRN. Video recording behaviors of one mouse receiving blue light photostimulation (front) and another mouse receiving yellow light as a control (back). No aggressive, social and sexual behaviors were observed in these singly-housed mice. The same experiment was repeated in 5 female mice with the same outcome.

# Supplementary material for: Estrogen receptor-α expressing neurons in the ventrolateral VMH regulate glucose balance
**Source:** Nat Commun. 2020 May 1;11:2165. doi: 10.1038/s41467-020-15982-7
**Supplement:** Supplementary file 6 — Reporting summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Electrophysiological data were sampled using Digidata 1440A and analyzed offline with pClamp 10.3 software. Microscopic images were analyzed using the Leica MM AF Acquisition and Analysis (Cat#: 11640901). Fiber photometry data were collected using Synapse 2.0 software. Real-time PCR data were collected using Bio-Rad CFX Manager (3.1).
Data analysis	RNA-seq raw data files were trimmed using TrimGalore (version 0.4.1) and aligned against the mouse reference genome assembly (GRCm38.p6) using the STAR aligner (version 2.5.3a). Gene set enrichment analysis was performed using the online tool WebGestalt (version 2019).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data of Patch-seq study has been deposited in NCBI ([GEO]GSE146543). Further information and requests for raw data, resources and reagents should be directed to and will be fulfilled by Yong Xu ().

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The sample size was predetermined based on pilot studies and GraphPad StatMate analyses to ensure sufficient power to reach statistical significance ($P < 0.05$).
Data exclusions	One RNA-seq sample ("GIneuron3") was removed from the following analysis due to low sequence read counts; 3 blood samples for glucagon measures were removed because the readouts were below the detecting threshold likely due to hemolysis. These criteria for exclusion were pre-established prior to the data collection.
Replication	All studies were replicated in multiple biological samples. In most experiments, the number of replications were indicated as N values in each figure. For microscopic images, similar results were repeated at least 3 times and the information was provided in each figure legend.
Randomization	Study animals were randomly divided into different treatment groups.
Blinding	For electrophysiology recordings, the investigator was not blinded for animals' genotypes, but he was blinded with the treatments (e.g. virus injections) the animals were subjected to. For the measurement of glucose, investigators were blinded for animal's genotypes. For Patch-seq study and real-time RT-qPCR study, the investigator was blinded with the nature of neurons (GE or GI). For fiber photometry study, investigators were blinded for the location of virus injections. For WGA tracing study and the ChR2-assisted circuit mapping, the investigator was not blinded because the treatment was the same across the animals, and the investigator need to explore the target sites.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Goat anti-WGA antibody (VectorLabs, AS-2024) and biotinylated donkey anti-goat secondary antibody (Jackson ImmunoResearch, 705-065-003)
Validation	The WGA antibody has been validated in my lab using mouse brain tissues without infections of WGA-expressing vectors.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Several transgenic mouse lines including ER α -ZsGreen, ER α -ZsGreen/Rosa26-TOMATO, and Esr1-Cre were maintained on a C57BL6/J background. Esr1-Cre mice were purchased from Jackson Laboratory (#017911) which express Cre recombinase selectively in ER α -expressing neurons, including those in the vVMH. In addition, some C57BL6J mice were purchased from the mouse facility of Baylor College of Medicine. Mice were housed in a temperature-controlled environment at 22°C-24°C using a 12 hr light/12 hr dark cycle. The mice were fed standard chow (6.5% fat, #2920, Harlan-Teklad, Madison, WI). Water was provided ad libitum. Both male and female mice (aging from 12-20 weeks) were used.
Wild animals	The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

Care of all animals and procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

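The deposited data are from Patch-seq of 8 single ERα vlVMH neurons of female ERα-ZsGreen mice, 4 classed as GE and 4 as GI by patch clamp. Their class was taken from the sample labels. The paper left out GI neuron 3, and its 7 neurons form the main sample set, with GI neuron 3 added as an alternative. The paper names 2 mice without assigning neurons to them. Each class therefore counts as 1 sample, and no p-value, standard error or count of changed genes was computed from the neurons. The paper's own test took cells as replicates. A model of the classes or a relabelling of neurons was not run for the same reason.

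The authors deposited FPKM values for each neuron, computed per gene and scaled within each library, with the lower and upper bound of an interval. Only genes above 0 are listed. The tool, its version, the annotation and the build behind the FPKM values are not given in the sources used here. The paper's methods name Trim Galore 0.4.1, STAR 2.5.3a on GRCm38.p6 and featureCounts 1.6.0 for the counts behind the paper's own test, and these counts were not used here. The authors' quality table, as deposited, gives for each neuron the fraction of reads mapped and the share of aligned bases by region, both made by the authors from their alignments with a tool that is not named, and the number of reads and genes. It also holds a bias ratio for the 5′ and 3′ ends of transcripts, made by the authors, whose definition is not stated and which was not used here. The authors' rows of means and of a test below the neurons were not used here.

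Gene positions in the expression tables were compared with GENCODE vM21 on GRCm38 for 14839 gene names. Both ends lay within 1000 bp for 582 of them (3.92%), so positions given here are those of the annotation, not of the tables. Names with several loci (110) and names turned into dates (24) were left out, which left 16599 genes. Of these, 16583 were listed in any of the 7 neurons and 10182 in all 7.

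The level of a class is the mean FPKM of its neurons, with 0 where a gene is not listed. The log2 ratio of GE over GI neurons uses a pseudocount of 1, and the filter keeps genes with a level of at least 5 FPKM in either class. No fold is given against a class in which no neuron lists a gene. Fragments behind a value were read from the authors' interval, taking its upper arm as 2 SD of counting error. Values that imply up to 5 fragments came out whole within 0.05 for 54.3% to 70.5% of genes per neuron, against about 10% for values with no such structure. These numbers cover counting error only.

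Gene lists, 24 in all, were fixed before the data were examined, 13 of cell type markers and 11 of functions. Their 238 entries include 217 found in the tables. The median log2 ratio of the members that pass the filter was set against 10000 random lists of the same size, matched on mean expression in 20 bins. Genes of a random list were drawn independently, so the percentile may be overstated for a list whose genes vary together. A median outside the middle 95% of these lists describes the libraries and is not a test between classes of animals.

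Genes named in the text follow a rule set before the data were examined, when the paper's tables had been read. It takes the genes named by the paper in its Patch-seq results, the 10 largest ratios in each direction among genes listed in every neuron of the higher class at a level of at least 10 FPKM, and the 5 genes with the smallest P in each direction in Supplementary Data 1. It also takes list members that pass the filter, and channel and transporter genes of Supplementary Data 1. Other genes are said to be named after their values were seen. Of the genes that the rule takes, 1 is not reported here. Genes of Supplementary Data 1 were matched by symbol, by synonym or by Ensembl identifier. Members of the GO terms were those in Supplementary Data 2, and no enrichment was recomputed.

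The alternatives tried were the median of the neurons, GI neuron 3 added, each neuron left out in turn, a pseudocount of 0.1 or 5, and no filter or a level of at least 20 FPKM. Also tried were scaling by the sum without mitochondrial genes and without the 100 highest genes, and scaling by the median of ratios. For the neurons' similarity, all listed genes and Pearson correlation were tried, and for the number of genes a minimum of 1 FPKM. A ratio without a pseudocount was added after the data were seen, for Ano4 and Abcc8 only.

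Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data with known changes.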

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

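The tests on markers of other cells and on Abcc8 in GE neuron 6 were chosen after the result was seen, and so was the choice of Sst in GI neuron 3. Within each class, 74 groups of 4 values were searched for a neuron far from the others. Of these, 11 values stood apart, 6 of them in GI neuron 3. For independent groups of normally distributed values, chance would give about 3.7 groups (1 in 20). Many of the measures describe the same libraries and are not independent, so the number found cannot be judged against it.

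GI neuron 3, which the paper left out, stood apart from GI neurons 2, 5 and 7 in its mapping rate of 40.3% (74.7% to 77.2% in the others), in ribosomal bases at 0.0515% (0.0076% to 0.0081%) and in the number of genes listed, 6391 (13083 to 13625). The summed FPKM of arcuate genes was 61222 in it (12649 to 19489), that of anoctamins 12.6 (8.44 to 9.03) and that of HCN, NALCN and TRP channels 55.9 (22.2 to 25.4). GI neuron 3 listed only 1 of 10 anoctamins and 5 of 17 HCN, NALCN and TRP genes. Its depth was 0.00857 of that of GE neuron 1, so both channel sums rest on few fragments. Sst, in a neuron that the paper did not analyse, was at 49675 FPKM, against 5184 to 7450 in the 7 other neurons.

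GE neuron 1 had a mapping rate of 48.2% (75.4% to 77.3% in the other GE neurons), and its highest gene, AY172335.25, held 12.5% of the summed FPKM (7.74% to 7.92%). That gene held 13.7%, 13.2%, 10.2% and 6.78% in GI neurons 2, 3, 5 and 7, so its share in GE neuron 1 stood apart within the GE class only. GE neuron 8 had a summed FPKM of anoctamins of 16.2 (12.1 to 12.4). In GI neuron 7, genes of the mitochondrial genome held 17.6% of the summed FPKM (24.9% to 25.8% in the other GI neurons, GI neuron 3 included). In GE neuron 8 they held 17.5%. Abcc8 was listed in GI neuron 2 at 0.517 FPKM and in no other GI neuron. With the other GI neurons at 0, any value above 0 would have stood apart.

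Of the paper's genes that were found, 73.6% had the higher mean FPKM in GE neurons. Without the deepest library, GE neuron 1, 260 of 282 genes (92.2%) that the paper gives as higher in GE neurons still had the higher mean there. These genes were chosen for being higher in these neurons, so this leaves open how far GE neuron 1 carries the direction. Among genes that the paper did not call, matched on mean FPKM, 51.1% were higher in GE neurons (46.1% to 56.7% in the middle 95% of 1000 draws). This lies below the 65% set before the data were examined for a general lean of low-level genes toward GE neurons. The draws reach past the 55% set for excluding such a lean, so a small one stays open. The class of the neurons is a biological difference that the design names, and it was not tested, since each class is 1 sample and the genes were chosen on these neurons.

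Markers of glia and other cells were listed beside neuronal ones. RNA from other cells of the tissue in every library is a candidate explanation, since 23 of 35 marker genes of astrocytes, oligodendrocytes, microglia and vessels (65.7%) were at or above 1 FPKM in all 7 neurons. None of the 8 vessel genes was, though each of the 7 neurons listed some of them, at low levels, so RNA from vessels stays open. As the only source, cells picked up with 1 or 2 neurons are argued against for the glial genes. All 8 astrocyte, 9 oligodendrocyte and 10 microglia genes reached 1 FPKM in 3 or more neurons. Only 3 of the 8 vessel genes did, so for vessels this stays open, and 30 of the 35 genes (85.7%) did in all. A cell picked up with 1 neuron on top of RNA present in every library is not excluded. The most abundant of the 35 genes were Mbp, C1qb and S100b, with medians of 319.5, 305.2 and 282.9 FPKM, against 2.97 FPKM for Vtn of vessels. Another list holds 2 of the 35 genes, and all 35 were listed in some neuron. Neurons were chosen by their ZsGreen fluorescence and picked by hand. No biological explanation was tested, and expression of these genes in the neurons themselves stays open. Of the arcuate list, all 9 genes were also at or above 1 FPKM in all 7 neurons. The cell of origin of the RNA was not tested for any gene, Ano4 and Abcc8 included.

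Abcc8 was not listed in GE neuron 6. At the lowest level of the other 3 GE neurons, that of GE neuron 8, its library would hold about 7.62 fragments, and 2.20 to 13.0 at the bounds of that neuron's interval. With counting error only, the chance of 0 fragments is 0.00049 at 7.62 fragments and 0.11 at 2.20. Too few fragments may thus explain the absence at the lower bound but not at the upper, and the test leaves it open. The bounds were added to the test after the value of 7.62 was seen. Loss of transcripts before sequencing was not tested.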

How the results depend on the processing

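All alternatives were set before the data were examined except the ratio without a pseudocount, which was chosen after seeing the data. Ano4 stayed higher in GI neurons and Abcc8 higher in GE neurons under every alternative run, while the size of both ratios depended on the pseudocount. A pseudocount cannot change a direction, and the filters were not applied to single genes. The paper chose both genes on these neurons, so the kept directions are not independent evidence. The log2 ratio of Ano4 was -2.93 with a pseudocount of 0.1, -0.53 with 5 and -3.36 with none, and that of Abcc8 was 2.35, 0.28 and 2.90. With the median of the neurons they were -1.83 and 1.21, and with GI neuron 3 added Ano4 was at -1.23. Leaving out 1 neuron at a time gave -1.76 to -1.36 for Ano4 and 0.68 to 1.21 for Abcc8. The class levels of both are low, so a pseudocount is as large as the values it is added to.

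Of the paper's genes, 339 of 360 lay in the paper's direction with no filter, and 6 of 7 at a level of at least 20 FPKM, where fewer genes are left. In the 4 terms, 75 of 103 genes were higher in GE neurons with no filter, and 7 to 15 genes when 1 neuron was left out, with 7 of 16 without GE neuron 8. At 20 FPKM no gene of the terms was left, so there is no value. Of the 20 genes with the largest ratios, 7 reached 20 FPKM.

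The number of gene lists outside the middle 95% of random lists ranged from 3 (without GE neuron 4) to 10 (without GI neuron 5) when 1 neuron was left out. Arcuate and haemoglobin genes were outside it in 16 of 16 settings, oligodendrocyte and astrocyte genes in 13, energy sensing in 12 and immediate early and stress genes in 7. The haemoglobin list rests on related beta-globin genes, so its percentiles may overstate how far it stands apart. The same may hold for any list whose genes vary together. With the median of the neurons, the astrocyte median was 0.27 (percentile 93.3), the oligodendrocyte median 0.30 (95.0), the energy sensing median 0.21 (81.8) and the immediate early and stress median -0.04 (33.6). With GI neuron 3 the last was -0.28 (3.95). Without GI neuron 5, glucose entry (0.72, percentile 98.0), vlVMH markers (0.56, 99.2), microglia (0.25, 98.7), vessel cells (-1.67, 1.60) and genes of the mitochondrial genome (0.26, 100) were also outside it. The median of the mitochondrial genes changed sign with the neuron left out, from -0.19 (percentile 0.36) without GE neuron 6 to 0.26 without GI neuron 5. It lay outside the middle 95% without GE neuron 1 (0.04, percentile 98.3) and without GI neuron 2 (-0.18, percentile 0) too. The cause of these changes was not tested.

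With Pearson correlation, the median similarity was 0.896 within GE neurons, 0.868 within GI neurons and 0.893 between them. Tmsb15l reversed to -1.19 with GI neuron 3. Zfp513 reversed to -0.14 without GE neuron 1, where it had 51.2 FPKM, and ranged up to 3.02 without other neurons. Tmsb15l and Zfp513 are the 2 of the 20 genes with the largest ratios that changed sign. Over all 171 genes that the rule takes, 198 of 2225 values under alternatives had another sign than the main value, in 69 genes, among them Clcn7 (-0.11) and Sst (-1.42) with GI neuron 3, and Fos (0.20) and Esr1 (0.16) without GI neuron 2. What depth limits is GI neuron 3 above all, in which neither Ano4 nor Abcc8 would give 1 fragment at the level of the higher class.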

Differences from the paper's values

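For Ano4, the paper's log2 fold change of GE over GI neurons in Supplementary Data 1 is -3.10152 (the paper's standard error 1.25309), and the log2 ratio of mean FPKM was -1.51. For Abcc8 the paper's value is 4.59673 (the paper's standard error 1.75356), and the ratio was 0.96. The paper's test took cells as replicates and fitted counts, and the values here are ratios of class means over the same 7 neurons with a pseudocount. Both directions are the paper's. Of the alternatives set before the data were examined, Ano4 falls within the paper's standard error only with a pseudocount of 0.1 (-2.93), and Abcc8 with none of them. The median of the neurons, GI neuron 3 added, each neuron left out, a pseudocount of 5 and both scalings leave both outside it. Without a pseudocount, an alternative chosen after seeing the values, the ratios are -3.36 and 2.90, both within the paper's standard error, but it gives no ratio for 43 of the paper's 360 genes, those with a class in which no neuron lists them.

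Over the 360 genes of the paper found in the tables, the ratio was smaller in size than the paper's for 359, with a median of 0.85 against 3.67 in the paper, and within the paper's standard error for 29. A pseudocount of 1 limits the ratio of genes at low levels. Their median level in the higher class was 2.10 FPKM (GE genes) and 2.60 FPKM (GI genes). The paper kept only genes with a log2 fold change above 2 in size. How much of the difference the pseudocount makes was examined for Ano4 and Abcc8 only. It does not make all of it, since class means lay close for some genes. Sphk2 had 8.68 FPKM in GE and 7.04 in GI neurons, and Il17ra 2.17 and 1.44. The paper gives log2 fold changes of 2.74 and 5.70 for them. The paper's values are another measure of the same reads for a selected list, so smaller ratios alone are not evidence against them. The class with the higher mean was not the paper's for 21 genes, 19 that it gives as higher in GE neurons and 2 as higher in GI neurons, and 339 lay in its direction. Of the 21, 7 pass the level filter. Gpc6 had 6.46 FPKM in GE and 13.2 in GI neurons, where the paper gives it as higher in GE neurons, and Gstp2 had 628 and 692 FPKM. Without GI neuron 2 the GI means were 5.13 FPKM for Gpc6 and 613.2 FPKM for Gstp2, below those of GE neurons. Lrrc46 and Fgf18, at 6.04 and 7.28 FPKM in GI neurons, fell to 0.936 and 1.54 without that neuron, also below GE neurons (5.58 and 6.26), and RP23-313J14.5, at 2.90 FPKM in GE and 6.48 in GI neurons, was listed in no other GI neuron. Without GE neuron 4 the GE means of Lrrc46 and Fgf18 were 6.71 and 7.63 FPKM, above those of GI neurons, as was that of Lrrc46 without GE neuron 1 (6.35) or 6 (6.51). Slc8b1, at 9.61 and 10.1 FPKM, was higher in GE neurons without GE neuron 1 (11.2 FPKM), and in the means without GI neuron 5 (9.25) or GI neuron 7 (8.83) as well. Pfas, at 6.03 and 8.02 FPKM, stayed higher in GI neurons whichever of the 7 neurons was left out. Slc8b1 is a transporter gene that the naming rule takes, and the other genes named here were named after their values were seen.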

Other observations

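The test of the markers and that of Abcc8, reported above, were chosen after their results were seen, and nothing further was tested here. Among the genes with the largest ratios, those higher in GE neurons include Pole3, a histone-fold subunit of DNA polymerase epsilon, at 58.8 against 11.9 FPKM (log2 ratio 2.21), Bcl7c, of chromatin remodelling complexes, at 13.9 against 1.63 (2.50), and Pde9a, a phosphodiesterase of cyclic GMP, at 10.4 against 1.89 (1.98). Pdlim2 had 18.0 against 4.40 FPKM (1.82), BC039966 22.2 against 1.99 (2.96) and Rln1, which encodes relaxin, 20.4 against 2.88 (2.46). Single neurons carry part of these means. The GE mean was 12.6 FPKM for BC039966 and 6.85 for Pde9a without GE neuron 8, and 11.6 for Rln1 without GE neuron 6. The GI mean was 0.991 for Pdlim2 without GI neuron 5, 1.84 for Rln1 without GI neuron 2 and 0.675 for Bcl7c without GI neuron 7, without which BC039966 was not listed in GI neurons. Those higher in GI neurons include the ribosomal protein genes Rpl34, at 67.2 FPKM in GE and 575.5 FPKM in GI neurons (-3.08), and Rpl26, at 31.0 and 184.4 (-2.53), and the histone gene Hist1h4c, at 9.14 and 38.6 (-1.96). Without GI neuron 2 the GI means were 347.3 FPKM for Rpl34 and 19.7 for Hist1h4c, and without GE neuron 1 the GE means were 39.3 for Rpl34 and 9.14 for Rpl26. Amd2 and Btg3 reached their GI means of 11.6 and 11.0 FPKM through GI neuron 7, at 34.7 and 32.9 FPKM. The paper does not discuss these genes.

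Haemoglobin and arcuate genes were higher in GI neurons as groups. Beta-s had 969.5 FPKM in GE and 2306 in GI neurons, Npy 846.8 and 1497, Agrp 276.6 and 424.7, and Pomc 413.7 and 689.1, while Sst (6244 and 5792) and Ghrh (675.1 and 662.1) lay close. The GE mean of Ghrh was 463.9 FPKM without GE neuron 4. Of the vlVMH markers, Rprm had 19.3 against 9.33 FPKM (5.82 without GI neuron 7) and Tac1 542.7 against 403.3.

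Over the 7 neurons, the other lists lay within the middle 95% of random lists, and most of their medians of GE over GI depended on single neurons. The pan-neuronal median was 0.11 (percentile 83.9), from 0.03 without GE neuron 1 to 0.19 without GI neuron 7. The glutamatergic median, of Slc17a6 alone, was 0.36 (77.0), from 0.00 without GI neuron 2 to 0.71 without GI neuron 5, and that of oligodendrocyte precursors, also of 1 gene, was 0.33 (74.0), from 0.03 without GI neuron 2 to 0.67 without GI neuron 7. The GABAergic median was -0.12 (30.3), from -0.38 without GI neuron 2 to -0.04 without GE neuron 4, and 0.09 with GI neuron 3. Glucose entry was at 0.37 (86.5), from 0.19 without GE neuron 6 to 0.72 without GI neuron 5. Other chloride channels and transporters ranged from -0.10 without GI neuron 2 to 0.27 without GI neuron 5, and glycolysis from -0.08 without GE neuron 8 to 0.14 without GI neuron 7. Ano10, the one anoctamin that passed, was at 1.18 (97.1), from 0.91 without GE neuron 8 to 1.44 without GE neuron 1, where it lay outside the middle 95% (97.7). The dorsomedial and central VMH median was 0.34 (81.8), and it changed sign with scaling by the median of ratios (-0.13, percentile 34.8), without GE neuron 8 (-0.02, 54.4), with no filter (-0.12, 25.8) and at a level of at least 20 FPKM (-0.50, 8.34).

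Microglia, vlVMH markers, ependymal cells and vessel cells crossed the bound of the middle 95% under some alternatives. The microglia median was 0.19 (94.2), and it lay above the bound with the median of the neurons (0.43, percentile 99.8), without GE neuron 1 (0.40, 99.4), without GI neuron 7 (0.50, 99.3) and without GI neuron 5, while without GI neuron 2 it was -0.00 (34.2) and without GE neuron 8 0.05 (75.4). The vlVMH median lay above it without GE neuron 1 (0.50, 97.8), without GE neuron 8 (97.7), without GI neuron 5 and with a pseudocount of 5 (0.36). The median of ependymal cells and tanycytes was -0.32 (7.01), below the bound without GI neuron 2 (-0.63, 1.25) and GI neuron 7 (-0.46, 2.48), and 0.05 without GI neuron 5 and 0.06 with GI neuron 3. The endothelial and mural list had 1 passing gene, Vtn (-1.15, percentile 11.3), below the bound with the median of the neurons (-1.56, 0.905) and without GI neuron 5, and above it with no filter (0.46, 98.4), which takes in more genes of the list. Without GI neuron 2 or GI neuron 7 no gene of this list passes the filter.

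In Supplementary Table 2, the paper's 1646684 fragments for GI neuron 7 are fewer than the 1968319 uniquely mapped reads that follow from Supplementary Table 1, in contrast to the other neurons. The Ano4 reverse primer as printed in Supplementary Table 3 has no exact match in the annotated transcripts of GRCm38. The cause of neither was tested.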
